# Aging reduces liver resiliency by dysregulating Hedgehog signaling

**DOI:** 10.1111/acel.13530

**Published:** 2022-01-04

**Authors:** Raquel Maeso‐Díaz, George D. Dalton, Sehhoon Oh, Kuo Du, Linda Tang, Tianyi Chen, Rajesh K. Dutta, Jessica H. Hartman, Joel N. Meyer, Anna Mae Diehl

**Keywords:** aging, Hedgehog, hepatocytes, liver regeneration, resiliency, smoothened

## Abstract

Older age is a major risk factor for damage to many tissues, including liver. Aging undermines resiliency and impairs liver regeneration. The mechanisms whereby aging reduces resiliency are poorly understood. Hedgehog is a signaling pathway with critical mitogenic and morphogenic functions during development. Recent studies indicate that Hedgehog regulates metabolic homeostasis in adult liver. The present study evaluates the hypothesis that Hedgehog signaling becomes dysregulated in hepatocytes during aging, resulting in decreased resiliency and therefore, impaired regeneration and enhanced vulnerability to damage. Partial hepatectomy (PH) was performed on young and old wild‐type mice and Smoothened (Smo)‐floxed mice treated with viral vectors to conditionally delete Smo and disrupt Hedgehog signaling specifically in hepatocytes. Changes in signaling were correlated with changes in regenerative responses and compared among groups. Old livers had fewer hepatocytes proliferating after PH. RNA sequencing identified Hedgehog as a top downregulated pathway in old hepatocytes before and after the regenerative challenge. Deleting Smo in young hepatocytes before PH prevented Hedgehog pathway activation after PH and inhibited regeneration. Gene Ontogeny analysis demonstrated that both old and Smo‐deleted young hepatocytes had activation of pathways involved in innate immune responses and suppression of several signaling pathways that control liver growth and metabolism. Hedgehog inhibition promoted telomere shortening and mitochondrial dysfunction in hepatocytes, consequences of aging that promote inflammation and impair tissue growth and metabolic homeostasis. Hedgehog signaling is dysregulated in old hepatocytes. This accelerates aging, resulting in decreased resiliency and therefore, impaired liver regeneration and enhanced vulnerability to damage.

**Abbreviations**
ADP: adenosine diphosphate
BCL2: B‐Cell Lymphoma 2
FCCP: Carbonyl cyanide 4‐(trifluoromethoxy) phenylhydrazone
FOXM1: Forkhead Box Protein M1
Gli: GLI Familiy Zinc Finger
GSEA: Genome Set Enrichment Analysis
HHIP: Hedgehog Intereacting Protein: Angpt, Angiopoietin
IGF: Insulin‐like Growth Factor
IHC: Immunohistochemistry
Ihh: Indian Hedgehog
IL: Interleukin
Mt‐16S: mitochondrial Ribosomal protein S16
Mt‐ND1: mitochondrial NADH dehydrogenase 1
mTOR: mammalian target of rapamycin
PH: Partial Hepatectomy
Ptch: Patched
PTCH: patched
S9: Ribosomal Protein S9
Shh: Sonic Hedgehog
Smo: Smoothened, Frizzled Class Receptor
TERT: telomerase
TNF: Tumor Necrosis Factor

## 1 INTRODUCTION

Older age is a major risk factor for damage to many tissues, including liver (Kennedy et al., 2014). Aging undermines resiliency, i.e., the ability to withstand, and recover from, stressors (López‐Otín et al., 2013). Age‐related deterioration of liver resiliency is important because this both enhances vulnerability to acute and chronic liver injury and causes defective regenerative responses that promote progressive replacement of functional hepatic parenchyma with scar (i.e., cirrhosis; Frith et al., 2009; Poynard et al., 2001; Stine et al., 2013; Thabut et al., 2006). Indeed, similar to other age‐related degenerative diseases, the incidence and prevalence of cirrhosis and potentially lethal complications of cirrhosis, such as liver failure and liver cancer, are increasing as populations age (Maeso‐Díaz & Gracia‐Sancho, 2020). The underlying mechanisms that suppress resiliency during aging are not well understood and thus, therapies that restore tissue resiliency to a more robust, youthful state remain elusive (Hunt et al., 2019; Pibiri, 2018). Preclinical models that challenge resiliency by imposing a regenerative stress are useful for revealing age‐related differences in signaling that associate with reduced resiliency and resultant tissue degeneration. Prior work by us and others demonstrated that aging inhibits liver regeneration after 70% partial hepatectomy (PH) (Nevzorova et al., 2015; Oh et al., 2018; Timchenko, 2009; Timchenko et al., 1998). Therefore, in the present study we used the mouse 70% partial hepatectomy (PH) model to identify age‐related differences in signaling pathways that control liver resiliency.

In the present study, deep sequencing and transcriptomic analysis of RNA isolated from hepatocytes before and after this regenerative challenge identified Hedgehog as one of the signaling pathways that was most differentially activated after PH in young versus old hepatocytes. This discovery has intriguing implications for aging because enforcing Hedgehog signaling was recently reported to extend healthy life span in adult flies (Rallis et al., 2020). Previously, we had shown that inhibiting Hedgehog pathway activity systemically, or selectively in liver stromal cells, of young adult mice blocks liver regeneration after PH (Ochoa et al., 2010; Swiderska‐Syn et al., 2014, 2016). However, more research is necessary to determine if and how activation of this pathway in adult hepatocytes promotes hepatic resiliency because other work by ourselves and others clearly indicates that excessive Hedgehog activity in hepatic stromal cells promotes the evolution of cirrhosis, and shows that uncontrolled Hedgehog signaling in hepatocytes themselves drives hepatocarcinogenesis (Chan et al., 2014; Jung et al., 2007; Verdelho Machado & Diehl, 2018). Therefore, the present study evaluates the provocative hypothesis that Hedgehog signaling becomes deficient in hepatocytes during aging, resulting in decreased hepatocyte resiliency, impaired liver regeneration and therefore, enhanced vulnerability to liver damage. Herein we report definitive evidence that Hedgehog signaling in adult hepatocytes is required to maintain liver resiliency, identify Hedgehog‐sensitive mechanisms that promote resiliency, and show that disrupting Hedgehog signaling in young hepatocytes rapidly phenocopies old hepatocytes, thereby identifying a novel mechanism that helps to explain why aging decreases resiliency and enhances vulnerability to liver damage.

## 2 RESULTS

### 2.1 Liver regeneration is impaired with aging

Comparison of young and old wild‐type male mice before and at various time points after PH (Figure S1A) confirmed earlier work (Timchenko, 2009) which showed that aging inhibits liver regeneration. Recovery of pre‐PH liver mass was suppressed in old mice relative to young mice (Figure 1a). In young mice, liver weight started to increase 48h after PH, following the peak in hepatocyte mitosis at that time point (Figure 1b, c, Figure S1B and C). The number of hepatocytes entering mitosis after PH was significantly decreased in old mice, suggesting that the reduced proliferative activity of old hepatocytes slowed liver mass recovery after PH (Figure 1b, c, Figure S1B and C).

**FIGURE 1:**
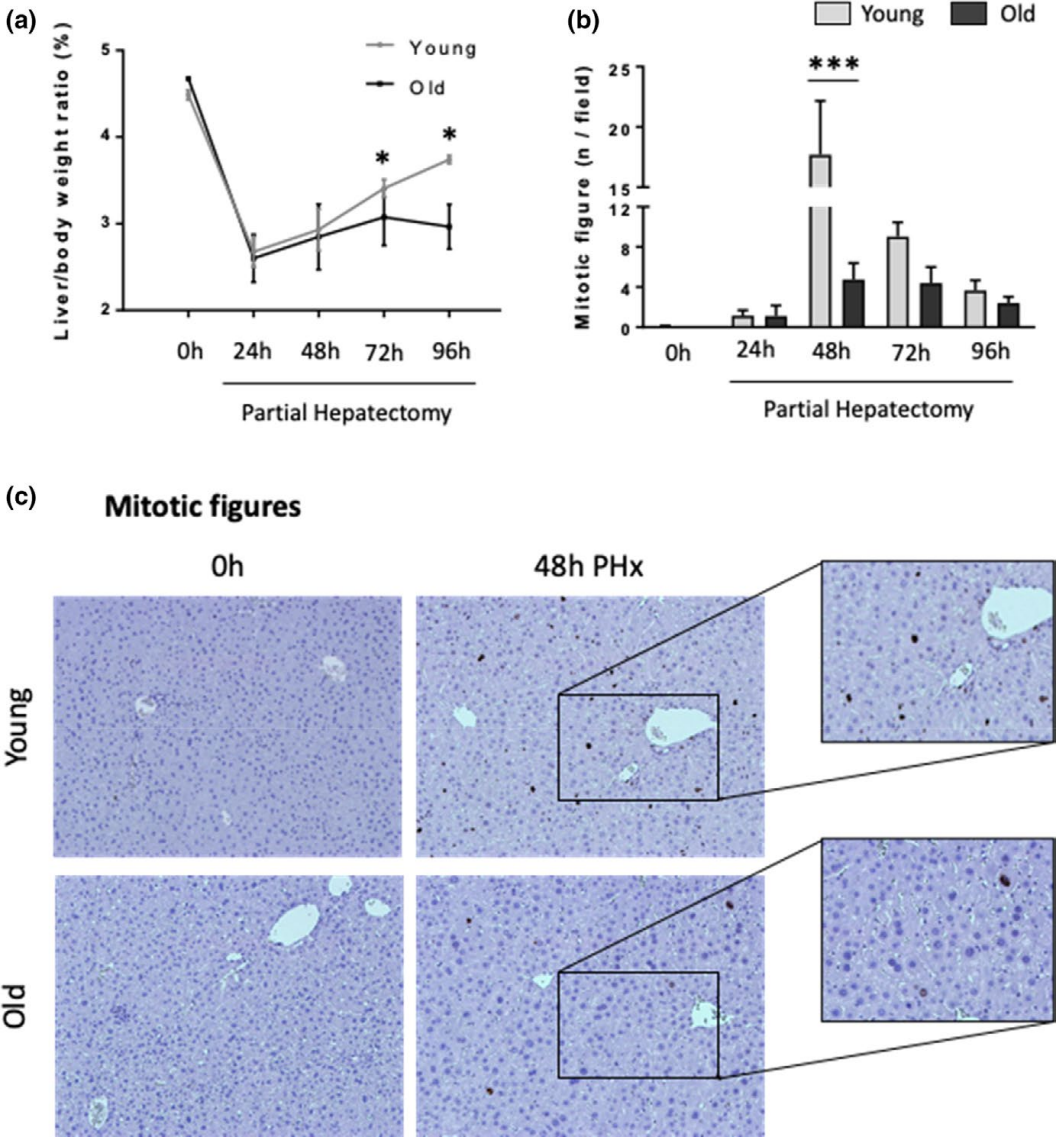
Liver regeneration is impaired with aging. Partial hepatectomy (70%) was performed in young (3‐month‐old) and old (24‐month‐old) mice. Liver tissue and hepatocytes samples were collected at 0 h and 24, 48, 72 and 96 post‐PH. Liver/body weight ratio (a), number of mitotic figures (P‐Histone‐3 positive Hepatocytes) (b) and representative micrographs of P‐Histone 3 immunohistochemistry (c) in liver sections from 0h and 48h following PH in young and old mice (100X magnification). Results shown as MEAN +/− SEM (*n* = 6 mice/group/time, *p < 0.05,***p < 0.001)

### 2.2 Hedgehog signaling pathway is downregulated in old and old regenerating hepatocytes

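Polyadenylated RNA of freshly isolated hepatocytes was sequenced from 12 mice, 3 in each of 4 groups: young (3 months) and old (24 months) mice before partial hepatectomy (PH), the removal of most of the liver after which the remaining hepatocytes divide, and young and old mice 48 h after it (regenerating hepatocytes). Read pairs counted in genes came to 31729517 to 36646939 per library in young mice (median 32806138), 31904790 to 33390355 in young mice after PH (median 32840392), 17089525 to 23073217 in old mice (median 18596901) and 19677035 to 20491030 in old mice after PH (median 19969088). The authors trimmed the reads with Trim Galore, aligned them with STAR to the mouse genome (mm10, the same assembly as GRCm38), removed duplicates with Picard and counted read pairs per gene with HTSeq. The strand setting of the count and the annotation release are not stated, so that reads of a gene and of a gene on the opposite strand of the same DNA are not separated here. The deposited counts of 14554 genes that passed edgeR's filter on low counts were compared with edgeR's quasi-likelihood test in 1 fit of all 12 libraries with TMM scaling, and a gene is called higher or lower at an adjusted p under 0.05. Changes are log2 fold changes with their standard error (SE). Lists of genes with a common function were compared with all other genes by camera with a preset correlation between genes, with p adjusted over 51 lists. A second form of camera estimates that correlation from the libraries and has only the fit's residual degrees of freedom. Few lists can pass it, so a p above 0.05 there does not show that a list stayed unchanged. The libraries of the ages differ in composition as well as in depth: read pairs outside any gene made up 26.0% to 33.9% of counted pairs in young mice and 25.2% to 28.9% in young mice after PH, but 2.03% to 3.07% in old mice and 3.11% to 3.74% in old mice after PH. The long noncoding RNA Malat1, which stays in the nucleus, took 3630 to 6000 CPM (counts scaled to library size) in young and 18.2 to 89.7 CPM in old libraries, and long noncoding genes together took 7.34% to 9.72% and 0.159% to 0.254% of the counts. In counts simulated from the means and dispersions of these libraries, 62% of genes with a log2 fold change of 1 and 90% of genes with one of 2 were called.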

To identify mechanisms for the reduced proliferative response in old livers, we used genome set enrichment analysis (GSEA) and *Deseq* to compare the transcriptomes of young and old hepatocytes before PH and young and old regenerating hepatocytes at 48 h post‐PH. We included only the *Hallmarks* database, defined a very restrictive FDR cutoff (<0.05) for the exploratory GSEA, and discovered that the Hedgehog signaling pathway was one of the most downregulated pathways in both old hepatocytes and old regenerating hepatocytes relative to young hepatocytes (Figure 2a). 

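In a list of Hedgehog genes modelled on the Hallmark set, of 27 genes tested in old hepatocytes, 16 were lower than in young hepatocytes, 4 were higher and 7 were not called (16 and 4 when adjusted over the list alone). The lower genes included Nf1, a brake on Ras signaling (log2 fold change −2.36, SE 0.112), the cell cycle kinase Cdk6 (−1.91, SE 0.119) and Tle3, which represses Wnt target genes (−1.72, SE 0.121), and the median of the list was −0.60. Old regenerating hepatocytes gave 16 lower and 4 higher genes against young hepatocytes, and 15 lower and 3 higher (median −0.42) against young regenerating hepatocytes, where Nf1 (−2.23, SE 0.111) and Tle3 (−1.55, SE 0.119) were lower again. Among 16 tested genes of the pathway's core (ligands, receptors and transducers), 8 were lower and 0 higher in old hepatocytes at a median of −1.00, among them Hhat, which adds lipid to Hedgehog ligands (−1.98, SE 0.293), Disp1, which releases them (−0.93, SE 0.193), and Sufu, which holds back the Gli factors (−1.23, SE 0.196), with 8 lower when adjusted over the list alone and 8 of the 16 not called. Against all other genes, camera gave the Hallmark-type list an adjusted p of 0.0369 for old against young, 0.0288 for old regenerating against young and 0.0132 for old regenerating against young regenerating hepatocytes, which became an adjusted p = 0.618, 0.503 and 0.543 with an estimated correlation. The core list gave 0.137 for old and 0.0380 for old regenerating against young hepatocytes (an adjusted p = 0.415 with an estimated correlation, 0.0610 without Old PH replicate 3, 0.0595 with a gene-length correction). For the Hallmark-type list, the first value was 0.111 without Old replicate 1 (0.0250 to 0.111 over fits that leave out 1 library). Without Old PH replicate 3 the others were 0.103 and 0.0704. With a gene-length correction the 3 values were 0.364, 0.208 and 0.155. With no low-count filter the first and the last did not pass. Among 10000 random lists of genes of the same expression and length, the median of the Hallmark-type list in old against young hepatocytes stood at percentile 34.6. Long noncoding genes moved in the same direction, with 913 lower and 49 higher in old hepatocytes among 1305 tested.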

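Ptch1, the Hedgehog receptor that keeps Smoothened inactive and is itself switched on by the pathway (chromosome 13, 63508328 to 63573598, GRCm38), fell from 71.1 CPM (SD 5.12, n = 3) in young to 20.0 CPM (SD 1.52, n = 3) in old hepatocytes, a log2 fold change of −1.83 (SE 0.157, adjusted p = 4.42e-07, edgeR). Angpt2, an angiopoietin that loosens blood vessels and a Hedgehog target, also fell (−1.45, SE 0.358, adjusted p = 0.00291). The ligand Ihh (chromosome 1, 74945315 to 74951672) stood at 8.42 CPM (SD 3.29) in young and 5.03 CPM (SD 1.81) in old hepatocytes (−0.75, SE 0.452, adjusted p = 0.165), and Smo (chromosome 6, 29735503 to 29761365), the transducer of the signal, at 9.56 CPM (SD 1.39) and 9.85 CPM (SD 2.48) (0.0434, SE 0.245, adjusted p = 0.889). Neither Bcl2, which protects cells from death (−1.08, SE 0.466, adjusted p = 0.0571, edgeR, 23 to 25 counts per young and 2 to 9 per old library), nor Hhip, which traps the ligands (−0.50, SE 0.443, adjusted p = 0.340), passed the threshold. Bcl2 passed it with limma-voom (adjusted p = 0.0418) and without Old replicate 3 (adjusted p = 0.0391, edgeR), over a range of 0.0391 to 0.461 in all alternatives. Gli3, a transcription factor at the end of the pathway, had 5 to 10 counts in young and 0 to 2 in old libraries, fewer than the filter requires. An exact permutation test of its CPM gave p = 0.1, the smallest that 3 against 3 libraries allow, and fits that keep the gene gave an adjusted p of 0.0747 (DESeq2), 0.0673 (edgeR, no low-count filter), 0.147 and 0.135 (edgeR, without Old replicate 1 or 2) and 0.0101 (edgeR, without Old replicate 3, the only old library with counts of it). These genes are from the paper's heatmap and so were chosen on the same libraries. 

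**Figure D1:**
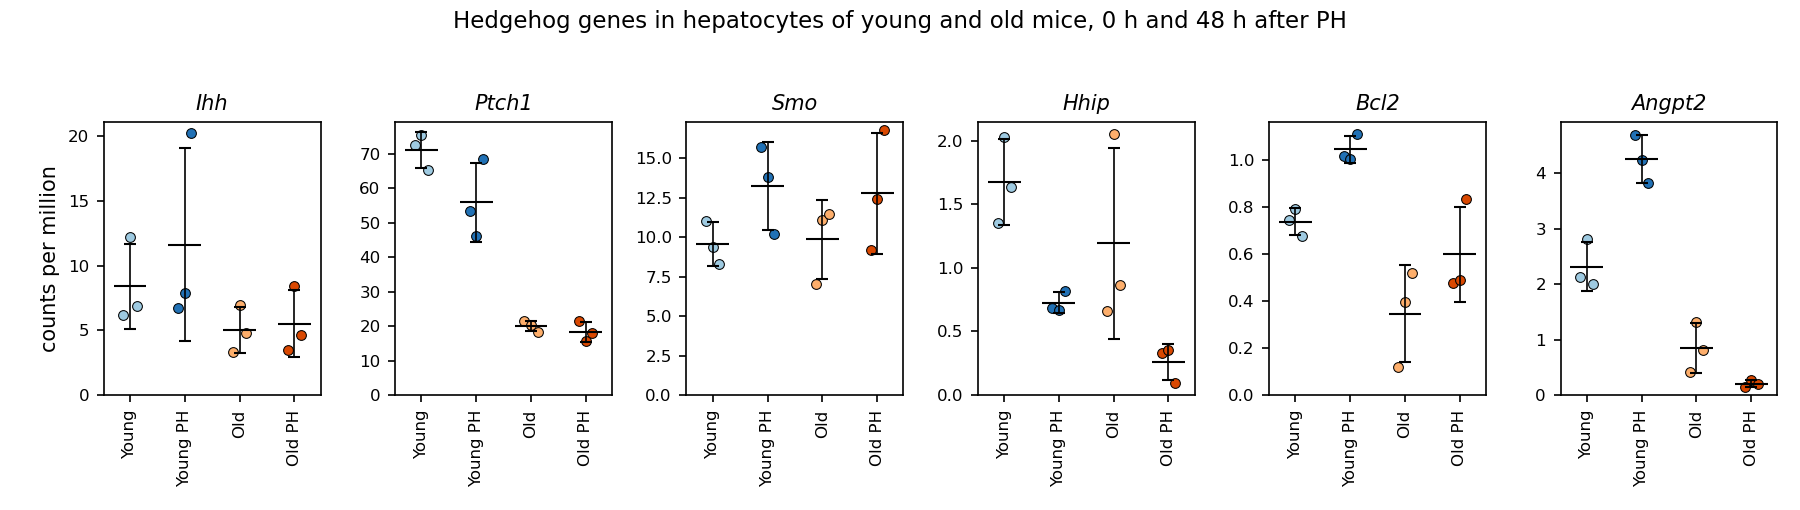
CPM of 6 Hedgehog genes in hepatocytes of young and old mice at 0 h and at 48 h after PH. Points are libraries (3 mice per group), lines are means and bars are SD. Every old library lies below every young library for Ptch1, Bcl2 and Angpt2 at 0 h, and the ages overlap for Ihh, Smo and Hhip.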

More detailed *deseq* analysis for genes involved in the Hedgehog pathway confirmed that many Hedgehog‐related genes were significantly downregulated in old hepatocytes including Hedgehog pathway ligands (Indian Hedgehog (Ihh)), receptors (Patched (Ptch)), effectors (Smo and GLI Familiy Zinc Finger 3 (Gli3)), and target genes (B‐Cell Lymphoma 2 (BCL2), Hedgehog Interacting Protein (HHIP) and Angiopoietin (Angpt). Comparison of differentially expressed genes in young and young regenerating hepatocytes also revealed that Hedgehog pathway activity increases in young hepatocytes following a regenerative challenge. Together, these findings provide novel evidence that Hedgehog signaling is suppressed in hepatocytes of old livers and cannot be induced appropriately after liver injury. 

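In young mice, Angpt2 rose 48 h after PH (log2 fold change 0.88, SE 0.313, adjusted p = 0.0440) and Hhip fell (−1.20, SE 0.434, adjusted p = 0.0465), while Ihh (0.47, SE 0.427, adjusted p = 0.437), Smo (0.47, SE 0.238, adjusted p = 0.149), Bcl2 (0.50, SE 0.393, adjusted p = 0.361) and Ptch1 (−0.35, SE 0.149, adjusted p = 0.0906) did not pass the threshold. Leaving out any 1 of the 6 libraries ended both calls, with an adjusted p of 0.0529 (without Young replicate 2) to 0.149 (without Young replicate 3) for Angpt2 and 0.0653 (without Young replicate 1) to 0.147 (without Young replicate 2) for Hhip. Ptch1 passed as lower without Young PH replicate 3 (−0.51, adjusted p = 0.0199, edgeR), and Smo passed as higher in a fit of only the 2 groups (adjusted p = 0.0444, edgeR). Of the 27 tested genes of the Hallmark-type Hedgehog list, 3 were higher, 6 lower and 18 not called in young regenerating hepatocytes (3 and 6 when adjusted over the list alone). The higher ones were Ets2 (1.30, SE 0.156), Myh9, a heavy chain of nonmuscle myosin (0.87, SE 0.176) and Amot (0.75, SE 0.213, named after its value was seen), and Vegfa, a growth factor for blood vessels (−0.88, SE 0.123), was among the lower ones. The list lay at a median of 0.0347 and a mean of −0.00691, and camera placed it among all other genes with an adjusted p of 0.843. The core list had 5 lower and 0 higher genes of 16 (adjusted p of 0.421), among them Gas1, a coreceptor of the ligands (−1.01, SE 0.217). In the same libraries 42 of 42 mitosis genes were higher (median 5.56, camera adjusted p of 6.95e-116, and adjusted p = 0.0263 with an estimated correlation), such as Birc5 (4.84, SE 0.183) and Ttk (6.52, SE 0.290). In all, 2596 genes were higher and 2385 lower in young regenerating than in young hepatocytes.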

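Between the ages at 48 h, Ptch1 (log2 fold change −1.60, SE 0.156), Angpt2 (−4.36, SE 0.417), Hhip (−1.44, SE 0.522, adjusted p = 0.0275) and Ihh (−1.07, SE 0.441, adjusted p = 0.0482) were lower in old than in young regenerating hepatocytes, and Smo (−0.0489, SE 0.238, adjusted p = 0.870) was not called. The call of Ihh ended without Young PH replicate 3 (adjusted p = 0.411, edgeR, the highest of all alternatives, from 0.0179), Old PH replicate 1 (0.161) or Old PH replicate 3 (0.122), and that of Hhip without Young PH replicate 3 (0.0717) or Old PH replicate 3 (0.102) and with a gene-length correction (0.141, range 0.0167 to 0.141). The response to PH itself, tested as old regenerating over old against young regenerating over young, differed for Angpt2 (−2.91, SE 0.561, adjusted p = 0.0203, edgeR, 0.0572 without Young replicate 1 and 0.0601 without Young PH replicate 2) and for 0 of the 16 core genes (unadjusted p under 0.05: 2 genes). In the Hallmark-type Hedgehog list, 1 gene differed in response, Vegfa (1.02, SE 0.174), 0 were lower and 26 were not called (camera adjusted p of 0.615). Over all genes, 9168 were called between old and young hepatocytes (4259 higher, 4909 lower) and 9035 between old and young regenerating hepatocytes (4321 higher, 4714 lower), and across 14554 genes the fold changes of these comparisons, which share no library, had a Pearson r of 0.863 (genes are not independent replicates). From lower expression of Hedgehog genes and of the Hallmark set in old hepatocytes and the rise in young ones after PH, the paper concludes that Hedgehog signaling is suppressed in hepatocytes of old livers and cannot be induced appropriately after injury. For this it also gives staining of Shh, Ihh, Smo and Gli2 and PCR of Ihh and Gli2 in other mice, which were not examined here.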

In a second GSEA, we expanded the number of databases included and assessed other developmental and metabolic pathways that are known to be regulated by Hedgehog. We found that several of these pathways, including Notch, Wnt‐β‐Catenin, insulin like growth factor (IGF), and mammalian target of rapamycin (mTOR)), were significantly downregulated in old and old regenerating hepatocytes (Figure 2b).

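Insulin and IGF signaling showed the lowest values of these pathways in old hepatocytes: 18 of 27 genes were lower and 2 higher (18 and 2 when adjusted over the list alone, 7 not called), at a median of −1.06, including the receptor substrate Irs1 (log2 fold change −3.27, SE 0.207) and Foxo3, a transcription factor that insulin keeps out of the nucleus (−1.73, SE 0.147). Genes of the Notch list went both ways, with 9 higher, 10 lower and 13 not called of 32 (9 and 10 over the list alone): the receptor Notch2 fell (−2.47, SE 0.119) and the ubiquitin ligase subunit Rbx1 rose (1.15, SE 0.148). Of 34 Wnt genes, 15 were lower, 5 higher, such as the deacetylase Hdac2 (1.05, SE 0.124), and 14 not called (14 lower and 5 higher when adjusted over the list alone). The mTOR list split evenly, with 12 lower (Rictor, a subunit of mTOR complex 2, −2.32, SE 0.135), 11 higher (ribosomal protein S6, Rps6, 1.88, SE 0.176) and 8 not called of 31 (12 and 11 over the list alone). Its median was 0.0526, its mean −0.0326. In old against young regenerating hepatocytes the insulin and IGF list had 15 lower and 1 higher of 27, Notch 15 lower and 7 higher of 32, Wnt 18 lower and 6 higher of 34 and mTOR 11 lower and 10 higher of 31. Camera gave an adjusted p of 0.00150 for insulin and IGF at 0 h (an adjusted p = 0.217 with an estimated correlation) and 0.00611 at 48 h (an adjusted p = 0.269 with an estimated correlation). The other lists gave 0.442 and 0.216 (Notch), 0.392 and 0.178 (Wnt) and 0.995 and 0.904 (mTOR). A gene-length correction gave insulin and IGF 0.127 at 0 h and 0.155 at 48 h. Long noncoding RNAs, Malat1 among them, are lower in the same old libraries. With fry, which asks whether a list's own genes move and does not set them against other genes, Notch (0.000441 at 0 h, 0.000265 at 48 h) and Wnt (0.000105 and 4.01e-05) also passed, downward.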

**FIGURE 2:**
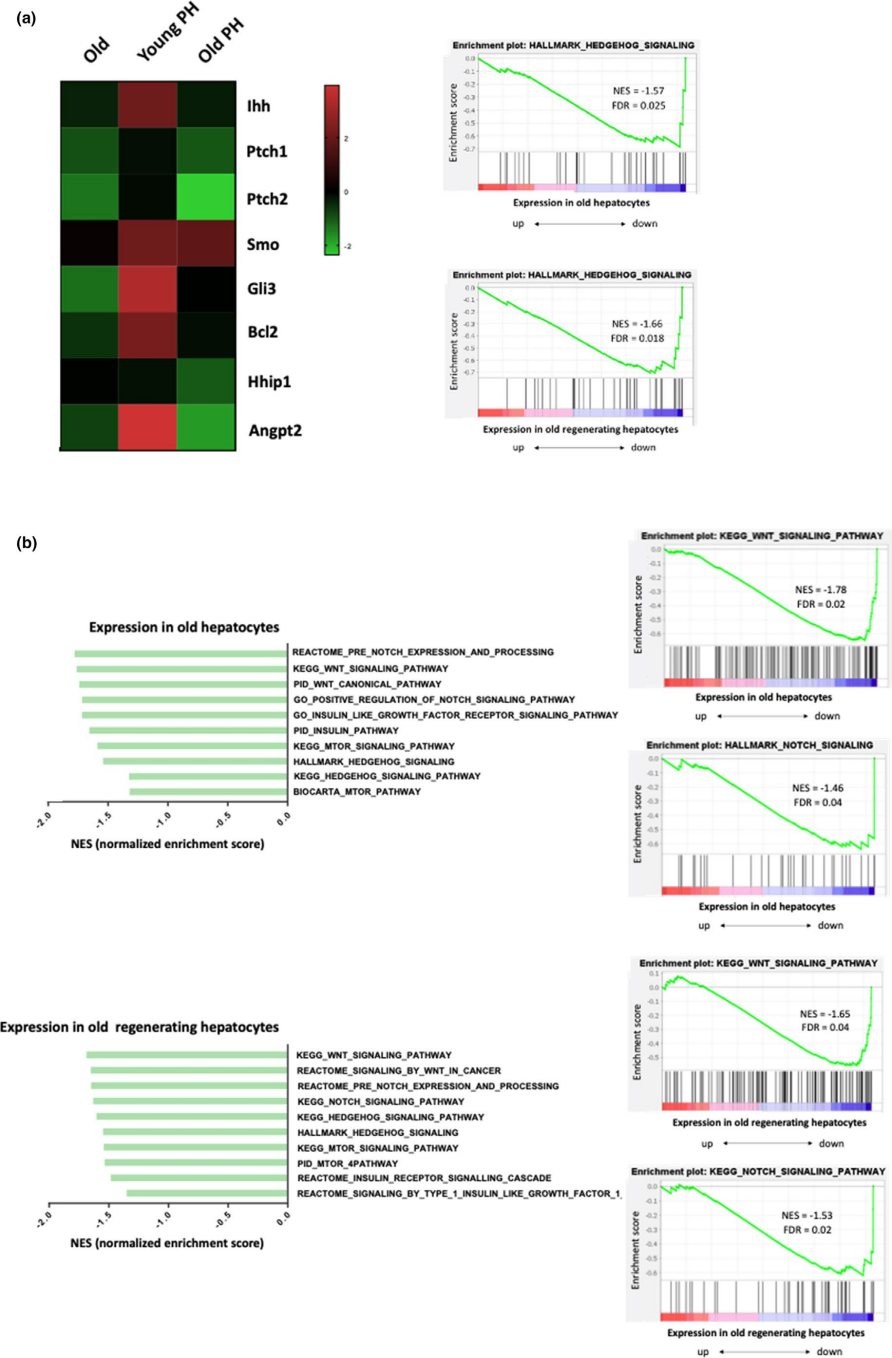
Hedgehog signaling pathway is downregulated in old and old regenerating hepatocytes. RNAseq was performed in hepatocytes isolated from 0 and 48 h post‐PH in young and old mice (*n* = 3 mice/group/time). (a) *Left*, heatmap displaying log2 fold change of signficantly altered Hedgehog pathway genes in old, young regenerating and old regenerating hepatocytes normalized to young hepatocytes. *Right*, gene set enrichment analysis (GSEA) of Hedgehog signaling hallmark signature in old (*top*) and old regenerating (*bottom*) hepatocytes. (b) *Left*, graph displaying normalized enrichment score (NES) of signicantly downregulated Hedgehog target pathways in old (*top*) and old regenerating (*bottom*) hepatocytes normalized to young hepatocytes. *Right*, gene set enrichment analysis (GSEA) of Hedgehog target pathways: Wnt and NOTCH signatures in old (*top*) and old regenerating hepatocytes (*bottom*)

To confirm the results derived from the RNA analyses we performed immunohistochemistry (IHC) for proteins in the Hedgehog pathway (Figure 3a–c and Figure S2 and S3). In young livers, mRNAs and protein levels of Ihh and Sonic hedgehog (Shh), another Hedgehog ligand, were very low before PH. However, after PH expression of these mRNAs and proteins increased dramatically and they became widely abundant by 48–72 h post‐PH; thereafter, Hedgehog ligand expression declined rapidly and protein levels were back to normal by 96 h. Similar changes in Hedgehog ligand expression were not observed in the old livers after PH. Binding of Hedgehog ligands to Ptch results in activation of Smo and triggers post‐translational modifications of Gli‐family transcription factors that enable them to localize in nuclei and regulate expression of Hedgehog target genes. Smo also accumulated transiently in subpopulations of hepatocytes in young livers after PH and localized in the cell membranes of zone 2 hepatocytes by 48h after PH. This change in the expression and localization of Smo protein also did not occur in the old livers. Gli2 mainly localized in the nuclei of rare bile duct cells in young livers before PH. 48h after PH, there was a significant increase in the number of hepatocytes expressing Gli2 in the nuclei of young hepatocytes, many of which were undergoing mitosis. However, Gli2 protein could not be detected in the nuclei of old hepatocytes before or after the PH, and the number of mitotic hepatocytes was also reduced significantly in old livers. Therefore, the immunostaining data confirm the mRNA findings and together, demonstrate that hepatocytes in old livers with reduced regenerative capability cannot upregulate the Hedgehog pathway appropriately after PH, suggesting that Hedgehog induction is required to increase hepatocyte proliferation after PH.

**FIGURE 3:**
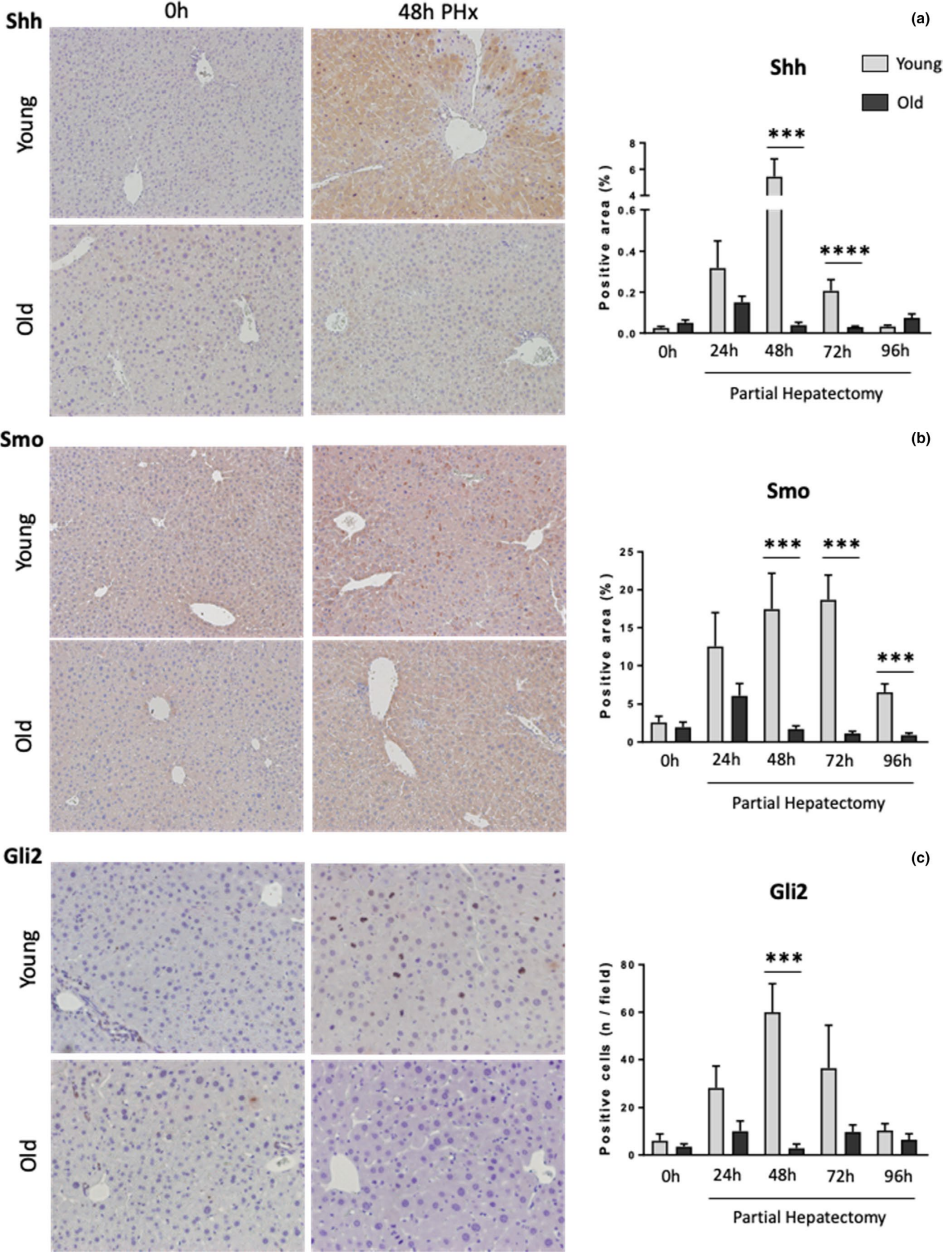
Hedgehog signaling pathway proteins are downregulated in old regenerating hepatocytes. Representative micrographs of Sonic Hedgehog (Shh) (a), Smoothened (Smo) (b) and GLI Family Zinc Finger 2 (Gli2) (c) immunohistochemistry and their corresponding quantifications in liver sections from 0h and 48h following PH in young and old mice (100X magnification). Results shown as MEAN +/− SEM (*n* = 6 mice/group/time, ***p < 0.001, ****p < 0.0001)

### 2.3 Deletion of Smo in young hepatocytes prevents Hedgehog pathway activation after PH

Previously, we reported that induction of hepatocyte proliferation after PH required activation Hedgehog signaling in myofibroblastic cells (Swiderska‐Syn et al., 2014), consistent with evidence that these stromal cells are critical sources of hepatocyte mitogens and other growth factors. However, our new findings in old mice link suppression of Hedgehog signaling in the hepatocytes themselves with reduced hepatocyte proliferation post‐PH. Therefore, to determine if decreased Hedgehog signaling in hepatocytes might be responsible for suppressing regenerative responses in old livers, we used viral vectors to conditionally delete Smo specifically in hepatocytes of young Smo‐floxed male mice and compared Hedgehog pathway activation and hepatocyte proliferation in Smo (−) and Smo (+) mice at various time points after PH (Figure S4A). Treatment of young Smo‐floxed mice with the Cre vector significantly reduced Smo mRNA expression before PH (time 0) and after PH (Figure 4a). 

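In the sequenced libraries Smo stood at 6.17 CPM (78 counts) in the Smo (+) mouse and at 1.42 and 3.29 CPM (25 and 54 counts) in the 2 Smo (−) mice at 0 h, and at 11.0 CPM (220 counts) in the Smo (+) mouse against 1.51 and 1.20 CPM (30 and 26 counts) in the 2 Smo (−) mice at 48 h after PH. Smo encodes the membrane protein that passes the Hedgehog signal into the cell, and its mRNA was lower in each Smo (−) library than in the Smo (+) library of the same time. The log2 fold change was −1.39 (SE 0.470, adjusted p = 0.0531, edgeR) at 0 h and −3.02 (SE 0.455, adjusted p = 0.0539) at 48 h, so that neither passed the threshold. That p is adjusted over all tested genes, although Smo is the gene the Cre virus was given to delete. Unadjusted, p at 0 h was 0.015 (edgeR). With 2 libraries against 1, an exact permutation test cannot give a p under 0.333. Over the alternatives the adjusted p ranged from 0.00472 (no low-count filter) to 0.568 (virus and time as additive terms, 1 effect for both times) at 0 h and from 5.23e-12 to 0.568 at 48 h in edgeR, limma and DESeq2 fits. It was 0.00784 without Smo (−) replicate 2 and 0.104 without Smo (−) replicate 1 at 0 h, and 2.41e-05 without Smo (−) PH replicate 1 and 0.000389 without Smo (−) PH replicate 2 at 48 h. The libraries hold RNA of all cells in each hepatocyte isolate, and the Cre vector acts in hepatocytes. Counts per gene do not show which exons were read. 

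**Figure D2:**
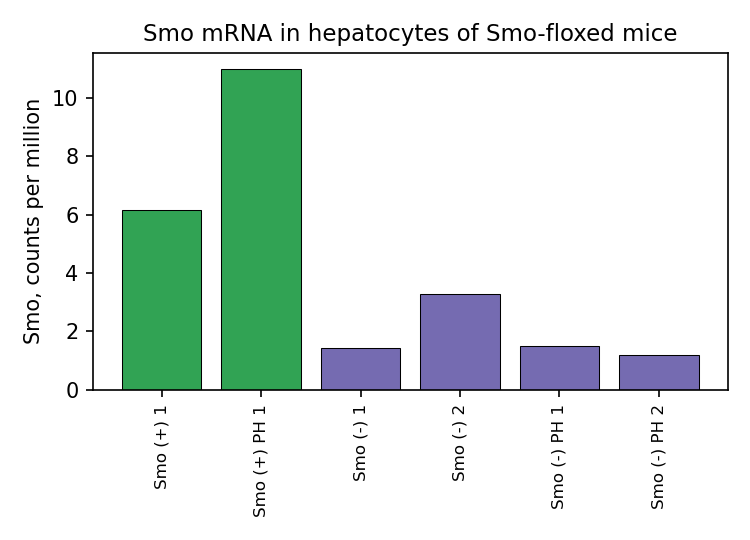
CPM of Smo in each of the 6 libraries of Smo-floxed mice, 1 bar per mouse, at 0 h and 48 h after PH. Smo (+) libraries stand at 6.17 and 11.0 CPM, Smo (−) libraries between 1.20 and 3.29 CPM.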

Smo protein detection by IHC confirmed that Smo was expressed in hepatocyte cell membranes in Smo (+) mice at 48h after PH, but not in Smo (−) mice (Figure 4b and Figure S4C). Importantly, GSEA of hepatocyte RNAseq data demonstrated that deleting Smo significantly upregulated the Hedgehog‐OFF‐state signature (Figure 4a), proving that Hedgehog signaling was disrupted. 

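Hepatocytes of 6 Smo-floxed mice, given virus 7 days before PH, were sequenced: 1 mouse with the control virus (Smo (+)) and 2 with the Cre virus (Smo (−)) before PH, and 1 and 2 mice 48 h after it. Read pairs counted in genes came to 16885731 in the Smo (+) library and 16835686 and 17032764 in the Smo (−) libraries at 0 h, and to 18216017, 18766590 and 19151731 at 48 h (range 16835686 to 19151731). Reads were processed by the authors as for young and old mice, and the counts of 13654 genes were compared in 1 edgeR fit of all 6 libraries, whose spread comes from the pairs of Smo (−) libraries (2 residual degrees of freedom). A lone Smo (+) library is assumed to vary as they do. Gene lists were tested by camera as for young and old mice, over 52 lists. In counts simulated in the same way with a log2 fold change of 2, 85% of changed genes were called at 0 h, and 29% with a log2 fold change of 1. The lone Smo (+) library at 0 h differs from the other 5 in composition: 22.5% of its counts lie in genes of the mitochondrial genome (3.32% to 6.85% in the others), Malat1 takes 3550 CPM (123 to 682 CPM in the others) and 9.20% of its read pairs lie outside genes (4.20% to 6.61%).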

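Proteasome subunits, which make up much of the Reactome Hedgehog-OFF set because the proteasome trims the Gli factors when the pathway is off, had 13 genes higher, 1 lower and 23 not called of 37 in Smo (−) against Smo (+) hepatocytes (18 and 1 when adjusted over the list alone, median 0.41), among them Psmb7 (log2 fold change 1.09, SE 0.200), Psmc6 (0.87, SE 0.193) and Psmb2 (0.82, SE 0.207). The other members of the OFF state, among them the kinases that mark Gli for trimming and the cyclases that feed them, had 11 higher, 3 lower and 27 not called of 41 (12 and 5 over the list alone, median 0.41): the kinase subunit Prkaca (0.92, SE 0.192), the kinase Csnk1a1 (0.95, SE 0.211) and the cyclase Adcy9 (1.38, SE 0.260) were higher. The receptor Ptch1, whose mRNA follows pathway activity, was not called (0.16, SE 0.252, adjusted p = 0.664), and of the 27 Hallmark-type Hedgehog genes 4 were higher and 6 lower (5 and 8 over the list alone), 17 not called, with a median of −0.22 and a mean of 0.00153. Camera with an estimated correlation has 2 residual degrees of freedom in this table and could hardly pass any list. Not even the macrophage list, with 20 of 20 markers lower, passed it. Camera gave the proteasome list an adjusted p of 0.000341, which became an adjusted p = 0.663 with an estimated correlation. It gave 0.0674 for the other OFF-state genes (0.0487 without Smo (−) replicate 2, 0.0470 without the low-count filter) and 0.510 for the Hallmark-type list. These values rest on 1 Smo (+) library, and 13 of 13 genes of the mitochondrial genome (median −2.54) and 20 of 20 macrophage markers (median −2.11) were lower in Smo (−) than in that library. From the rise of the OFF-state signature the paper concludes that deleting Smo disrupted Hedgehog signaling. It also reports, by PCR and staining, less Smo and a smaller rise of Gli2 and Ihh after PH in Smo (−) mice. Those PCR and staining data were not examined here.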

Consistent with this, IHC showed that Smo deletion reduced the numbers of hepatocytes with Smo(+) at 48h post‐PH (Figure 4b, c). In addition, qRT‐PCR demonstrated that Smo deletion inhibited upregulation of Gli2 mRNA in hepatocytes post‐PH (Figure S4D). Induction of Ihh mRNA and protein expression was also inhibited after PH in the Smo (‐) group (Figure S4D).

**FIGURE 4:**
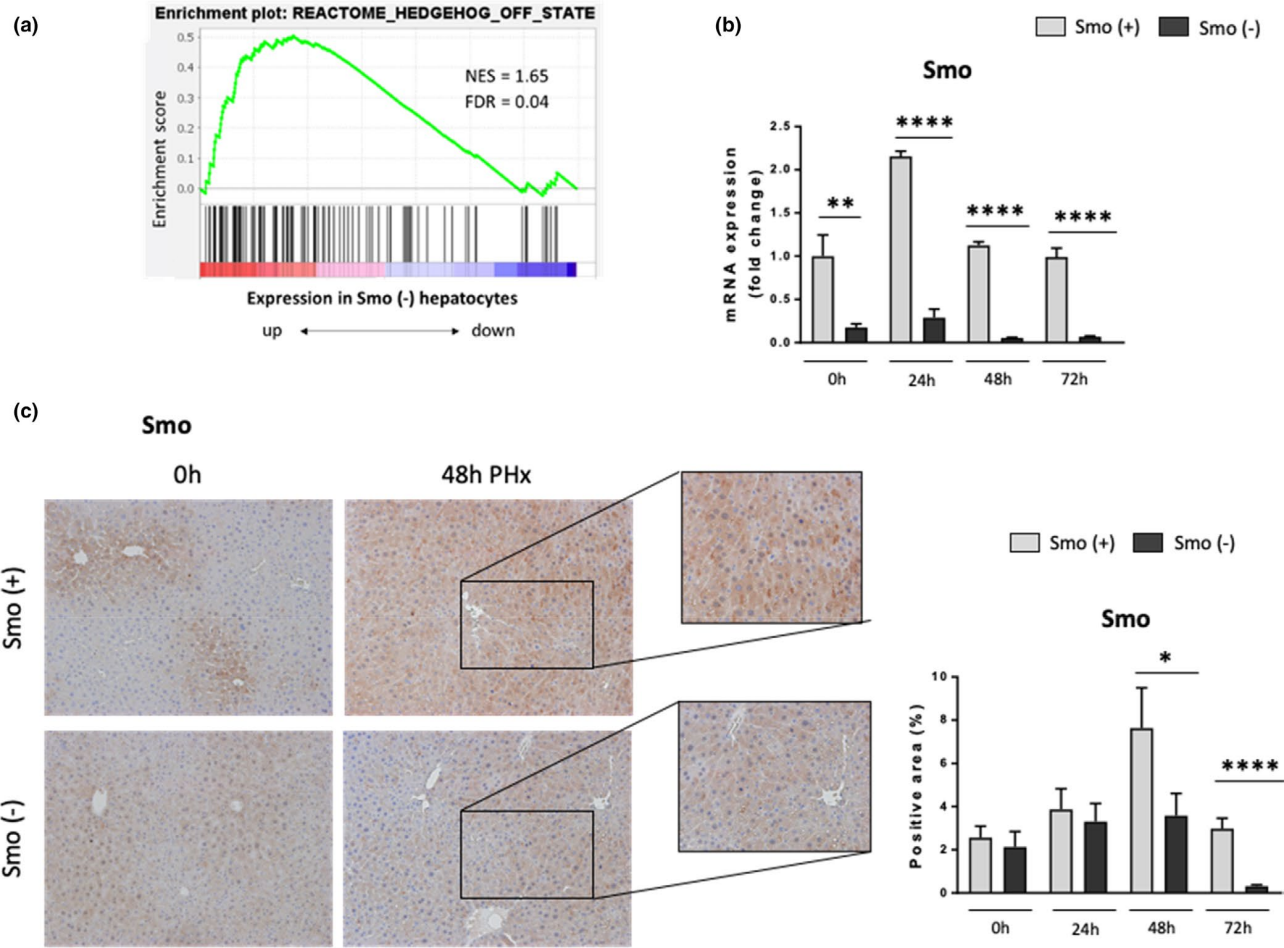
Smoothened deletion in hepatocytes effectively inhibits Hedgehog signaling pathway. Smo‐floxed mice were injected with AAV8‐TBG‐Cre recombinase (Smo (−) or AAV8‐TBG‐Luciferase (Smo (+). Partial hepatecetomy (PH) was performed seven days later. Liver and hepatocytes were harvested before or 24, 48, 72 and 96h post‐PH. GSEA of Hedgehog‐off‐state signaling signature in Smo (−) hepatocytes (a). Smoothened (Smo) hepatocyte mRNA expression (b). *Left*, representative micrographs and *Right*, quantitative analysis of Smo immunohistochemistry in liver sections (100X magnification) (c). Results shown as MEAN +/− SEM (*n* = 5 mice/group/time, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001)

### 2.4 Deletion of Smo in hepatocytes inhibits hepatocyte proliferation after partial hepatectomy

Liver regeneration was inhibited in mice with Smo‐deleted hepatocytes as evidenced by reduced restoration of liver‐to‐body weight ratios after PH (Figure 5a). As in old mice (Figure 2), suppressed recovery of liver mass in young mice with reduced Hedgehog pathway activity reflected decreased hepatocyte proliferative activity. Compared to Smo (+) mice, Smo (−) mice had fewer hepatocytes in mitosis after PH (Figure 5b,d and Figure S5E) and exhibited reduced expression of cyclin D1 (Figure 5c, e and Figure S5B, F), a cell cycle protein that controls transition through G1‐S and is necessary to increase hepatocyte proliferation after PH (Leong et al., 1964).

**FIGURE 5:**
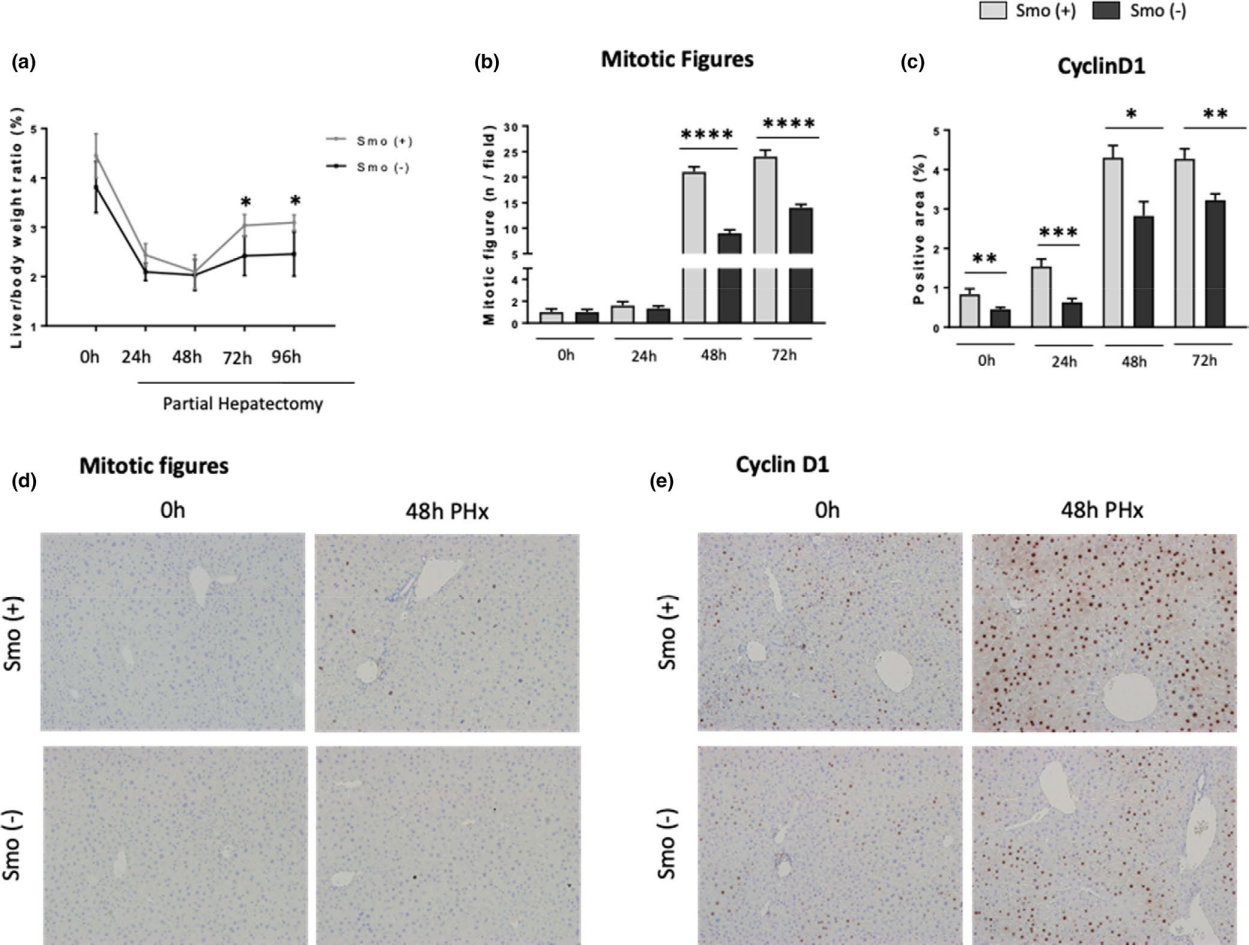
Smoothened deletion in hepatocytes inhibits liver regeneration after partial hepatectomy. Liver to body weight ratios (a), quantifications and their representative micrographs of mitotic figures (b, d) and Cyclin D1 (c, e) immunohistochemistry in liver sections from 0 and 48 h following PH in Smo (+) and Smo (−) mice (100× magnification). Results shown as MEAN +/− SEM (*n* = 5 mice/group/time, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001)

Hedgehog signaling also induces cellular proliferation by upregulating FOXM1, another cell cycle regulator that is required for hepatocyte proliferation after PH (Xiang et al., 2014). Transcript levels of FOXM1 and Ki67, a protein widely used as a proliferation marker, were also significantly downregulated in the Smo‐deficient mice (Figure S5A, 5C and 5D). Together, these results confirm that deleting Smo disrupts Hedgehog signaling in adult hepatocytes and prove that simply abrogating Smo activity in these cells is sufficient to prevent them from progressing through the cell cycle to regenerate the liver after PH.

### 2.5 Smo (‐) hepatocytes resemble aged hepatocytes

Having discovered that old hepatocytes (which are known to have reduced proliferative activity) have impaired Hedgehog signaling and proven that simply disrupting Hedgehog signaling in young hepatocytes is sufficient to inhibit their proliferation, we next sought to identify differentially regulated pathways that could account for this shared ‘reduced regenerative’ phenotype. Bulk RNAseq was performed in hepatocytes isolated from Smo (+) or Smo (−) mice. 

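Between Smo (−) and Smo (+) hepatocytes at 0 h, 1892 genes were higher and 1847 lower (adjusted p under 0.05, edgeR, 2862 and 2799 at an unadjusted p under 0.05). Among the largest rises were Rrp12 (log2 fold change 4.06, SE 0.381) and Rrp8 (4.25, SE 0.420), which act in the nucleolus where ribosomes are made, the aldo-keto reductase Akr1e1 (5.40, SE 0.547) and the immediate early gene Fos (3.55, SE 0.436). Among the largest falls were Serpina3f, a protease inhibitor of inflammation (−3.74, SE 0.436), and the mitotic gene Bub1 (−6.12, SE 1.66, an adjusted p = 0.0829 without Smo (−) replicate 1 and 0.0665 without replicate 2), together with Krt13, a keratin of squamous epithelium (−11.6, SE 0.797), and the stomach gene Gkn1 (−11.1, SE 0.897), which had counts in the lone Smo (+) library, and Xist, a noncoding RNA of the X chromosome (−4.33, SE 0.435, an adjusted p = 0.568 with virus and time as additive terms), although the paper describes the Smo-floxed mice as male. Markers of other liver cells were lower as well: 20 of 20 endothelial markers (median −1.87, 20 over the list alone), such as Eng (−1.96, SE 0.285), and 8 of 19 stellate cell markers (median −1.06, 11 lower and 1 higher over the list alone), such as Des (−2.29, SE 0.341). The count of genes was 2860 without Smo (−) replicate 1 and 5181 without replicate 2, and 0 with virus and time as additive terms over all 6 libraries (1072 at an unadjusted p under 0.05), a fit with 1 effect of the virus for 0 h and 48 h together, where Fos stood at −0.11.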

Genes that were significantly upregulated or downregulated in Smo (−) hepatocytes relative to control Smo (+) hepatocytes were filtered and compared to the list of genes that were differentially expressed in old hepatocytes compared to control young hepatocytes. Old and Smo (−) hepatocytes shared 468 significantly upregulated genes and 333 significantly downregulated genes (Figure S6A). 

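Old and Smo (−) hepatocytes shared 959 genes that were higher and 734 that were lower than in their controls at an unadjusted p under 0.05, among 13135 genes tested in both (592 and 442 genes at an adjusted p under 0.05 in both). Shared higher genes included Col1a1, a collagen chain (log2 fold change 1.93 in old and 3.30 in Smo (−)), Gsta2, which detoxifies with glutathione (2.09 and 1.78), Chaf1b, a histone chaperone of DNA replication (1.54 and 1.79), Ahcy, which breaks down S-adenosylhomocysteine (1.50 and 2.06), and Idi1 of cholesterol synthesis (1.40 and 1.81). Shared lower genes included Malat1 (−6.64 and −3.40), Kcnq1ot1, a noncoding RNA that lies on the opposite strand of Kcnq1 (−7.48 and −2.91), Pln, which slows a calcium pump (−6.83 and −3.27), and the urinary protein gene Mup18 (−3.26 and −2.79). Of the 959 shared higher genes, 29 were among 75 nuclear genes of oxidative phosphorylation (5.48 by chance, adjusted p = 1.49e-12, hypergeometric test), 17 among 37 proteasome genes (2.70 by chance, adjusted p = 8.48e-09), 14 among 32 genes of fatty acid oxidation (2.34 by chance, adjusted p = 5.23e-07), 11 among 35 of amino acid catabolism (2.56 by chance, adjusted p = 0.000629) and 8 among 34 of detoxification (2.48 by chance, adjusted p = 0.0383). Of the shared lower genes, 4 were among 7 RNAs retained in the nucleus (0.391 by chance, adjusted p = 0.00616), 6 among 20 endothelial markers (1.12 by chance, adjusted p = 0.0102) and 4 among 25 Hallmark-type Hedgehog genes (1.40 by chance, adjusted p = 0.555). Malat1 is high both in the young libraries and in the lone Smo (+) library, which are the controls here.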

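Among the 13135 genes tested in both comparisons, 4235 were higher in old and 2855 higher in Smo (−) hepatocytes at an unadjusted p under 0.05, so that 920.5 shared genes would be expected by chance against 959 found (1.04 times, exact one-sided hypergeometric p = 0.0430). For lower genes, 4341 and 2635 give 870.8 by chance against 734 found (0.843 times, exact p = 1). In opposite directions, 881 genes were higher in old and lower in Smo (−) hepatocytes (849.6 by chance, 1.04 times, exact p = 0.0750) and 1102 were lower in old and higher in Smo (−) hepatocytes (943.6 by chance, 1.17 times, p = 9.53e-13). With all 19145 genes that have a count in both tables as background, the ratios were 1.52 (exact p = 1.85e-53) and 1.23 (p = 1.19e-11), while the genes of opposite direction, 881 against 582.9 by chance (1.51 times, exact p = 1.49e-47) and 1102 against 647.4 (p = 1.61e-97), exceeded chance as well. With a change of at least 1.5-fold in both the ratios of shared genes were 0.906 and 0.926, and without Old replicate 1 the ratio of the shared higher genes was 0.990 (0.990 to 1.09 over fits that leave out 1 library). DESeq2, over 19142 genes, gave 1.34 (exact hypergeometric p = 6.00e-23) and 0.870 for shared higher and lower genes, and 1.45 and 1.37 for genes of opposite direction. Chosen after seeing the data, a gene-length correction gave 1.16 (exact p = 1.30e-12) and 0.918, and virus and time as additive terms gave 1.64 (exact p = 9.87e-15) and 0.993. Genes of opposite direction were 0.966 and 1.03 times chance with the length correction and 0.825 and 0.63 times with additive terms. At 48 h, in comparisons chosen after seeing the data, old against young and Smo (−) against Smo (+) regenerating hepatocytes shared 173 higher genes (1.52 times chance, exact p = 2.10e-11) and 219 lower genes (1.60 times, p = 3.83e-17). In opposite directions at 48 h, 59 genes were found against 142 by chance (0.415 times) and 60 against 109.5 (0.548 times). Those 48 h values also rest on 1 Smo (+) library. Of 13654 genes, 796 lay at an unadjusted p under 0.05 (edgeR) between Smo (−) and Smo (+) regenerating hepatocytes, and 17 at an adjusted p under 0.05. The first count is near the share that unchanged genes would give, so the overlap at 48 h does not show an effect of Smo. The genes of a list are not independent of each other, which the hypergeometric test assumes.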

The number of similarly regulated genes was significantly greater than would be expected by chance alone (*p* = 1.06 × 10^−53^ for upregulated genes and *p* = 1.81 × 10^−05^ for downregulated genes). 

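More insulin, IGF, EGF and HGF/Met genes were lower than higher in old hepatocytes, and more were higher than lower in Smo (−) hepatocytes. In Smo (−) hepatocytes the insulin and IGF list had 11 higher, 3 lower and 13 not called of 27 (12 and 5 when adjusted over the list alone, median 0.54), with Irs1 (log2 fold change 2.16, SE 0.372), the Ras activator Sos1 (1.52, SE 0.237) and the binding protein Igfbp1 (2.51, SE 0.437, −1.69 as 1 effect over both times, with virus and time as additive terms) higher and the receptor Igf1r lower (−2.43, SE 0.410). In old hepatocytes Sos1 was lower (−1.44, SE 0.110). EGF and HGF/Met genes had 16 lower, 5 higher and 6 not called of 27 in old hepatocytes (17 and 5 over the list alone, Braf −2.16, SE 0.116, and Cbl −1.83, SE 0.155), against 9 higher, 1 lower and 16 not called of 26 in Smo (−) hepatocytes (9 and 1 over the list alone). Of 31 Notch genes, 6 were higher, such as Fzd5 (1.51, SE 0.260), 5 lower, such as Lfng, which adds sugar to Notch receptors (−1.92, SE 0.370), and 20 not called in Smo (−) hepatocytes (7 and 6 over the list alone). Of 35 Wnt genes, 5 were higher, 5 lower, such as Ccnd2 (−2.43, SE 0.344) and Myc (−1.56, SE 0.340), and 25 not called (5 and 5). Camera gave an adjusted p of 0.0194 for insulin and IGF in Smo (−) hepatocytes (an adjusted p = 0.663 with an estimated correlation, 0.0540 with a gene-length correction), 0.0732 (0.0397 with no low-count filter, an adjusted p = 0.618 with an estimated correlation) and 0.0757 for EGF and HGF/Met in old and Smo (−), 0.691 for Notch and 0.978 for Wnt, whose median (0.0761) and mean (−0.138) differ in sign. Markers of endothelial cells and macrophages are lower in the same Smo (−) libraries.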

GSEA and Gene Ontology analysis revealed that both old and Smo (−) hepatocytes were significantly depleted of transcripts involved in ‘cellular component biogenesis’ and ‘morphogenesis of an epithelium’ and exhibited suppressed activities of several growth factor signaling pathways, including insulin, IGF, EGF, HGF/Met, Wnt/beta catenin, and NOTCH. Cellular processes that critically orchestrate the proliferative state were also significantly repressed in both old and Smo‐depleted hepatocytes. Examples included the MAPK pathway, Ras protein signal transduction, mitotic prophase, regulation of cell cycle progression, meiotic synapsis, Rho A pathway, regulation of cell shape, cellular component maintenance, chromatin remodeling. 

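Of 42 mitosis genes, 7 fell, 0 rose and 35 were not called in Smo (−) against Smo (+) hepatocytes (6 lower when adjusted over the list alone, median −0.85), among them the proliferation marker Mki67 (log2 fold change −1.98, SE 0.440), the transcription factor Foxm1 (−1.99, SE 0.495) and Tpx2, which builds the spindle (−2.70, SE 0.664). Counts were low before PH: Mki67 had 31 in the Smo (+) library and 8 and 13 in the Smo (−) libraries, Foxm1 18 against 5 and 7. At 48 h after PH neither Mki67 nor Foxm1 was called. Without Smo (−) replicate 1 the adjusted p of Mki67, Foxm1 and Tpx2 was 0.0514, 0.0624 and 0.0750, and without Smo (−) replicate 2 that of Tpx2 was 0.0611. In old hepatocytes 8 mitosis genes were higher, 2 lower and 32 not called (7 and 2 over the list alone), with Cks2 (1.58, SE 0.199) and Top2a (1.31, SE 0.382) higher. Small GTPase and cytoskeleton genes, which relay signals of Ras and its relatives, fell in old hepatocytes (21 lower, 4 higher, 4 not called of 29, 21 and 4 over the list alone), such as Trio (−2.58, SE 0.128), whereas in Smo (−) hepatocytes 9 were higher, 4 lower and 16 not called (11 and 4 over the list alone), with the GTPase Rhoc lower (−2.06, SE 0.405) and Myo1e higher (1.17, SE 0.232). Chromatin remodeling genes had 31 lower, 0 higher and 2 not called of 33 in old hepatocytes (31 over the list alone, median −1.74), led by the histone methyltransferases Kmt2c (−3.15, SE 0.119) and Kmt2d (−3.96, SE 0.163), and 2 lower, 2 higher and 29 not called in Smo (−) hepatocytes (2 and 2 over the list alone, Chd7 −0.97, SE 0.186). In old hepatocytes camera gave an adjusted p of 0.274 for mitosis, 0.000418 for small GTPases (an adjusted p = 0.217 with an estimated correlation, 0.264 with a gene-length correction) and 3.54e-23 for chromatin remodeling (an adjusted p = 0.0588 with an estimated correlation). In Smo (−) hepatocytes it gave 0.0277 for mitosis (an adjusted p = 0.771 with an estimated correlation, 0.0568 without Smo (−) replicate 1, 0.0632 with upper-quartile factors, 0.0558 with no low-count filter, 0.168 in a fit of only the 2 groups), 0.0674 (0.0226 without Smo (−) replicate 2, 0.0241 with no low-count filter) for small GTPases and 0.691 for chromatin remodeling, whose median (−0.092) and mean (0.0278) differ in sign. Malat1 and other long noncoding RNAs are lower in the same old libraries. Macrophage and endothelial markers are lower in the same Smo (−) libraries (20 of 20 each), which are set against 1 Smo (+) library of unlike composition.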

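Of 35 genes of amino acid catabolism, 25 were higher, 0 lower and 10 not called in Smo (−) hepatocytes (26 over the list alone, median 1.17): the urea cycle genes Arg1 (log2 fold change 1.82, SE 0.264) and Ass1 (2.08, SE 0.353), and Tat, which degrades tyrosine (2.30, SE 0.377). In old hepatocytes 16 of these genes were higher, such as Oat (1.59, SE 0.217), 5 lower, such as Sds (−1.86, SE 0.188), and 14 not called (16 and 4 over the list alone). Of 24 clock genes, 11 were lower, 1 higher and 12 not called in old hepatocytes (9 and 1 over the list alone), among them Clock (−1.72, SE 0.139), Per1 (−2.40, SE 0.400) and Per2 (−2.05, SE 0.305), and 10 were higher, 1 lower and 13 not called in Smo (−) hepatocytes (11 and 1 over the list alone). Regulators of mitochondrial biogenesis had 13 lower, 5 higher and 5 not called of 23 in old hepatocytes (13 and 5 over the list alone), with the energy sensor Prkaa2 lower (−1.42, SE 0.107) and Tfam, which packs mitochondrial DNA, higher (1.01, SE 0.116), and 7 higher, 0 lower and 16 not called in Smo (−) hepatocytes (7 over the list alone), with Prkaa2 (1.33, SE 0.277) and Gabpa (1.29, SE 0.225) higher. With an estimated correlation and 2 residual degrees of freedom, camera could hardly pass any list in the table of Smo-floxed mice. In Smo (−) hepatocytes camera gave an adjusted p of 6.09e-14 for amino acids, 0.00165 for the clock and 0.0177 for biogenesis, each an adjusted p = 0.581 with an estimated correlation. In old hepatocytes it gave 0.0732, 0.160 and 0.182. In old hepatocytes the clock passed by camera without Old replicate 1 (0.0422) and with no low-count filter (0.0407). Amino acids passed without Young replicate 1 (0.0493), Young replicate 3 (0.0435) or Old replicate 2 (0.0142). Over all alternatives the adjusted p ranged from 0.000396 to 0.618 for the clock and from 0.00712 to 0.756 for amino acids. These ranges include fry, which does not set a list against other genes, and their low ends come from alternatives not named here. The hour of the day at which each liver was taken is not stated. In these Smo (−) isolates 20 of 20 macrophage and 20 of 20 endothelial markers were lower than in the lone Smo (+) library, where genes of the mitochondrial genome hold 22.5% of counts.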

Pathways that coordinate cell metabolism with changes in energy supply and demand, such as circadian regulation of gene expression, amino acid metabolic process, acyl CoA metabolic process, cellular response to oxygen levels, response to starvation, mitochondrial biogenesis, were also significantly downregulated in both old and Smo (−) hepatocytes. In contrast, pathways that were commonly *up*regulated in young Smo‐depleted hepatocytes and old wild‐type hepatocytes included those that promote sterol and lipid accumulation, such as reverse cholesterol transport, positive regulation of cholesterol esterification, positive regulation of fatty acid biosynthetic process, and triglyceride metabolic process. 

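Of 28 genes of fatty acid and triglyceride synthesis, 10 were higher, 1 lower and 17 not called in Smo (−) hepatocytes (10 and 2 over the list alone, median 0.59): Acly, which makes acetyl-CoA for lipids (log2 fold change 1.78, SE 0.236), the desaturase Scd1 (2.37, SE 0.378) and Gpam, the first step of triglyceride synthesis (2.13, SE 0.277). In old hepatocytes the same list split into 7 higher, 7 lower and 15 not called of 29 (7 and 7 over the list alone), with Mlxipl, which switches these genes on after sugar (−3.02, SE 0.230), and Lpin1 (−2.07, SE 0.229) lower. Sterol transport and lipoprotein genes were higher in old hepatocytes in 12 and lower in 6 of 27 genes, with 9 not called (12 and 6 over the list alone), Npc2 (1.71, SE 0.109) and Apoc3 (1.72, SE 0.188) up and Abca1, which exports cholesterol (−1.82, SE 0.195), and Apob (−1.85, SE 0.208) down. In Smo (−) hepatocytes 8 were lower, 2 higher and 17 not called (8 and 2 over the list alone), among them Npc2 (−1.07, SE 0.182), Apom (−2.07, SE 0.235) and Abcg1, which exports cholesterol from macrophages (−1.95, SE 0.354). Cholesterol synthesis had 9 higher, 3 lower and 12 not called of 24 genes in old hepatocytes (9 and 3 over the list alone, Acat2 1.48, SE 0.257) and 6 higher, 0 lower and 18 not called in Smo (−) hepatocytes (6 over the list alone, Hmgcs1 1.03, SE 0.234, −0.35 as 1 effect over both times, with virus and time as additive terms). In Smo (−) hepatocytes camera gave an adjusted p of 0.00185 for fatty acid and triglyceride synthesis, 0.0103 (down) for sterol transport and 0.0388 for cholesterol synthesis, which became an adjusted p = 0.581, 0.663 and 0.705 with an estimated correlation. In old hepatocytes it gave 0.995 (down, median −0.0108, mean 0.336), 0.113 and 0.239. Cholesterol synthesis did not pass without Smo (−) replicate 2 (0.526, range 0.00151 to 0.705), with upper-quartile factors (0.0601), with the CPM above 1 filter (0.0573) or in a fit of only the 2 groups (0.0589), nor did sterol transport in Smo (−) hepatocytes without a low-count filter (0.0783), and markers of macrophages (20 of 20) fell in the same isolates. Sterol transport in old hepatocytes passed by camera without Old replicate 3 (0.0247). Its adjusted p ranged from 0.00484 to 0.618 over all alternatives. They include fry, which does not set a list against other genes, and the low end comes from an alternative not named here.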

Other *up*regulated pathways in old and Smo (−) hepatocytes control cellular stress and viability, such as regulation of superoxide metabolic process, glutamate and glutathione metabolic process, cellular detoxification, cellular response to hypoxia, iron ion homeostasis, regulation of mitochondrial membrane potential, regulation of intrinsic apoptotic signaling pathway. 

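Genes of glutathione metabolism and detoxification were higher in old hepatocytes in 22 of 34 cases, lower in 1 and not called in 11 (23 and 1 over the list alone, median 0.87): superoxide dismutase Sod1 (log2 fold change 1.67, SE 0.205), the glutathione peroxidase Gpx4 (1.89, SE 0.260) and the transferase Gstt1 (1.55, SE 0.200). In Smo (−) hepatocytes 11 of 35 were higher, 3 lower and 21 not called (13 and 3 over the list alone, median 0.42), with Gclm, which makes glutathione (1.27, SE 0.228), the mitochondrial dismutase Sod2 (1.18, SE 0.219) and Ugt1a1 (1.32, SE 0.202) higher and the heme oxygenase Hmox1 lower (−1.52, SE 0.231). Iron genes went both ways: 6 higher, 5 lower and 9 not called of 20 in old hepatocytes (6 and 5 over the list alone), with transferrin, Trf, lower (−2.51, SE 0.202) and Hfe, a sensor of iron stores, higher (1.02, SE 0.119), and 1 higher, 3 lower and 15 not called of 19 in Smo (−) hepatocytes (1 and 2 over the list alone), with Trf (−1.36, SE 0.393) and Bmp6, which reports iron to hepatocytes from endothelial cells (−1.86, SE 0.400), lower. Camera gave an adjusted p of 0.00135 for detoxification in old hepatocytes (an adjusted p = 0.618 with an estimated correlation) and 0.00527 in Smo (−) hepatocytes (an adjusted p = 0.663 with an estimated correlation), and 0.442 and 0.465 for iron. Macrophage markers were higher in these old isolates (18 of 19) and, with endothelial ones, lower in these Smo (−) isolates (20 of 20 each).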

After pathways involved in regulation of lipid homeostasis, pathways for ‘innate immunity/antimicrobial defense’ were the second most upregulated processes in old hepatocytes and Smo‐depleted young hepatocytes according to GSEA. This was unexpected because our GSEA was performed on RNA isolated from hepatocytes. Nevertheless, the findings were confirmed by the robust Gene Ontogeny results which showed that relative to their respective controls, old hepatocytes and Smo (−) hepatocytes were enriched for numerous processes the promote cytokine/chemokine activity. Examples include regulation of interleukin (IL)1 production, positive regulation of tumor necrosis factor (TNF) production, regulation of IL6 production, cellular response to interferon‐gamma, acute phase response. 

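Acute phase genes, whose products the liver secretes in inflammation, were higher in old hepatocytes in 17 of 27 cases, with 0 lower and 10 not called (17 over the list alone, median 0.93): the serum amyloids Saa1 (log2 fold change 3.66, SE 0.387) and Saa2 (4.72, SE 0.535) and haptoglobin, Hp (2.77, SE 0.319). In Smo (−) hepatocytes 8 were lower, 1 higher and 17 not called of 26 (8 and 1 over the list alone, median −0.47): Saa1 (−2.10, SE 0.294), Saa2 (−1.97, SE 0.291) and Lcn2, which binds bacterial iron carriers (−1.72, SE 0.267). Interferon response genes were 25 higher, 3 lower and 16 not called of 44 in old hepatocytes (25 and 4 over the list alone), such as Bst2 (2.62, SE 0.168) and Ifi27 (3.28, SE 0.260), and 19 lower, 1 higher and 23 not called of 43 in Smo (−) hepatocytes (22 and 1 over the list alone, median −0.93), such as Bst2 (−1.19, SE 0.190) and the interferon factor Irf8 (−1.80, SE 0.246). Cytokine and chemokine genes had 10 higher, 0 lower and 9 not called of 19 in old hepatocytes (9 over the list alone, Cxcl13, which draws B cells, 5.72, SE 1.06, Il18 0.94, SE 0.202) and 8 lower, 0 higher and 8 not called of 16 in Smo (−) hepatocytes (8 over the list alone, Il1a −2.43, SE 0.527, Csf1 −1.42, SE 0.322). For cytokines in old hepatocytes the adjusted p ranged from 0.00858 to 0.618 over all alternatives, among them fry, which does not set a list against other genes. Camera gave in old hepatocytes an adjusted p of 0.000590 for the acute phase and 0.000593 for interferon, each an adjusted p = 0.618 with an estimated correlation. For cytokines it gave 0.113 (0.0477 without Old replicate 1, 0.0221 with no low-count filter). In Smo (−) hepatocytes, all downward, it gave 0.000495, 1.55e-06 and 0.00527, which became an adjusted p = 0.634, 0.581 and 0.581 with an estimated correlation. Markers of macrophages moved the same way in the same isolates, with 18 of 19 higher in old and 20 of 20 lower in Smo (−).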

Pathways involved in immune cell responses were also excessively induced, such as positive regulation of T cell mediated cytotoxicity, neutrophil activation involved in immune response, granulocyte chemotaxis, regulation of phagocytosis, defense response to bacterium, defense response to fungi. 

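Genes of antigen presentation and of immune cells moved apart in the 2 models. Major histocompatibility genes were higher in old hepatocytes in 16 of 19 cases, lower in 1 and not called in 2 (16 and 1 over the list alone, median 1.76, H2-D1 1.86, SE 0.153), and lower in Smo (−) hepatocytes in 14 of 19, with 0 higher and 5 not called (14 over the list alone, median −1.23, H2-Ab1 −2.63, SE 0.205, Cd74 −2.39, SE 0.288). Markers of macrophages and Kupffer cells, the phagocytes of the liver, were higher in old isolates in 18 of 19 cases, with 0 lower (18 over the list alone, median 2.10, Ctss 2.32, SE 0.383, Clec4f 2.83, SE 0.525), and lower in Smo (−) isolates in 20 of 20 (20 over the list alone, Lyz2 −3.04, SE 0.225, C1qa −2.44, SE 0.212). B and plasma cell markers had 7 higher and 0 lower of 8 in old isolates (7 over the list alone, Ighm 4.57, SE 0.352) and 4 lower and 0 higher of 8 in Smo (−) isolates (5 lower over the list alone, Ighm −3.41, SE 0.448), and neutrophil markers 4 higher and 0 lower of 6 (5 over the list alone, S100a8 6.18, SE 1.22) and 3 lower and 0 higher of 9 (3 over the list alone, Ltf −3.56, SE 0.824). For antigen presentation and macrophages camera gave an adjusted p of 1.82e-05 and 0.00405 in old isolates, which became an adjusted p = 0.217 and 0.618 with an estimated correlation. In Smo (−) isolates it gave 6.09e-14 and 2.01e-24, each an adjusted p = 0.581 with an estimated correlation. B cells gave 0.0109 (old, an adjusted p = 0.525 with an estimated correlation) and 0.000287 (Smo (−), an adjusted p = 0.581 with an estimated correlation), and neutrophils 0.120 (0.0384 with no low-count filter) and 0.0674 (0.0434 without Smo (−) replicate 1, range 0.0190 to 0.663).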

Tables S2–S7 list the top 20 differentially upregulated and downregulated pathways in old versus young hepatocytes and Smo (−) versus Smo (+) hepatocytes. Together, the transcriptomic analyses indicate that deleting Smo in young hepatocytes is sufficient to phenocopy the growth‐inhibited, metabolism‐defective, pro‐inflammatory gene expression profile of old hepatocytes, suggesting that reduced resiliency in old hepatocytes associates with a pro‐inflammatory state caused by decreased Smo activity.

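Set side by side over 13135 genes, the fold changes of old against young and of Smo (−) against Smo (+) hepatocytes had a Pearson r of 0.0120 and a Spearman rho of −0.0474 across genes, which are not independent replicates. The comparisons share no library. At 48 h the corresponding fold changes gave 0.0808 and 0.211. Genes of oxidative phosphorylation encoded in the nucleus had 68 higher, 1 lower and 6 not called of 75 in old hepatocytes (68 and 1 over the list alone, median 1.35, the electron carrier Cycs 2.02, SE 0.173) and 24 higher, 2 lower and 49 not called in Smo (−) hepatocytes (26 and 4 over the list alone, median 0.34, Sdha 1.55, SE 0.261, Uqcrc2 1.12, SE 0.210). Fatty acid oxidation had 19 higher, 1 lower and 12 not called of 32 in old (19 and 1 over the list alone, Etfa 1.93, SE 0.141, Acaa2 1.73, SE 0.174) and 21 higher, 2 lower and 9 not called in Smo (−) hepatocytes (21 and 2 over the list alone, Acadvl 1.53, SE 0.227, Acadm 1.43, SE 0.237). Camera gave an adjusted p of 3.91e-17 and 0.000753 in old hepatocytes, each an adjusted p = 0.618 with an estimated correlation, and 0.000394 and 4.03e-06 in Smo (−) hepatocytes, where they became an adjusted p = 0.640 and 0.663 with an estimated correlation. Genes of the mitochondrial genome, which encode other subunits of the same chain, were lower in Smo (−) hepatocytes (13 of 13, median −2.54), against a lone Smo (+) library where they hold 22.5% of counts, and 6 higher, 0 lower and 6 not called of 12 in old hepatocytes. Young libraries differ from old ones in composition, with at least 25.2% against at most 3.74% of read pairs outside genes. From the shared genes and the pathways of both models the paper concludes that deleting Smo in young hepatocytes is sufficient for an expression profile like that of old hepatocytes, and proposes that reduced resiliency in old hepatocytes goes with a proinflammatory state caused by lower Smo activity.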

To more directly determine whether the lack of Smo in hepatocytes promotes aging‐related loss of resiliency, we manipulated Smo and analyzed effects on two key functional consequences of aging that negatively impact growth and promote progressive tissue degeneration: telomere attrition and mitochondrial dysfunction. Compared to young livers or Smo (+) livers, both old and Smo (−) livers exhibited significant telomere shortening (Figure 6a, b). In old hepatocytes, mRNA expression of telomerase (tert), the enzyme responsible for telomere maintenance, was significantly downregulated whereas telomere shortening occurred despite preservation of telomerase gene expression in young Smo (−) hepatocytes. 

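Tert, the catalytic subunit of telomerase (chromosome 13, 73626911 to 73649843, GRCm38), fell from 15.5 CPM (SD 0.678, n = 3) in young to 4.85 CPM (SD 1.16, n = 3) in old hepatocytes, a log2 fold change of −1.67 (SE 0.177, adjusted p = 2.79e-06, edgeR), with 467 to 536 counts per young and 54 to 101 per old library. In Smo-floxed mice it stood at 22.3 CPM (282 counts) in the Smo (+) library and 17.7 CPM (SD 6.86, n = 2) in the Smo (−) libraries (227 and 370 counts), a log2 fold change of −0.34 (SE 0.315, adjusted p = 0.448, edgeR). Without Smo (−) replicate 2 it was −0.80 (adjusted p = 0.0275, edgeR) and without Smo (−) replicate 1 it was 0.0162 (adjusted p = 0.966, edgeR), the lowest and highest p of all alternatives. Other telomerase and shelterin genes, which cap the chromosome ends, went both ways in old hepatocytes: of 17 tested, Tert included, 8 were higher, such as Nhp2 (1.61, SE 0.196) and Gar1 (1.30, SE 0.243) of the telomerase particle, and 7 lower, such as Terf2 (−0.73, SE 0.120), with 2 not called (8 and 7 over the list alone). In Smo (−) hepatocytes 0 of 17 were called (edgeR, 0 over the list alone, unadjusted p under 0.05: 3 genes). Camera gave an adjusted p of 0.642 in old and 0.978 in Smo (−) hepatocytes, upward in the latter although the median (−0.136) and the mean (−0.119) lie below 0. At 48 h Tert was lower in old than in young regenerating hepatocytes (−0.63, SE 0.171, adjusted p = 0.00554).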

Telomere shortening is a consequence of DNA damage and chronic inflammation and thus, associates with mitochondrial dysfunction (Fang et al., 2016; Horssen et al., 2019; Jurk et al., 2014). Relative to their respective controls, both Smo (−) young hepatocytes and old hepatocytes also exhibited decreased hepatocyte mitochondrial DNA copy number, as assessed with two important mitochondrially encoded genes; NADH dehydrogenase 1 (MT‐ND1) and ribosomal protein S16 (MT‐S16), suggesting that the number of mitochondria in these livers was reduced (Figure 6b). Mitochondrial loss is predicted to compromise energy homeostasis and reducing energy stores is known to restrict growth (Khiati et al., 2015). Therefore, we treated young primary hepatocytes with cyclopamine, a direct Smo antagonist that was shown to inhibit liver regeneration after PH (Ochoa et al., 2010) or vehicle for 24 h and performed a Seahorse study to determine how disrupting Hedgehog signaling acutely impacted mitochondrial respiration (Figure 6c and Figure S6B). Inhibiting Smo rapidly suppressed basal and maximal respiration, and reduced capacity for ATP synthesis in hepatocytes, demonstrating that hepatocytes require Smo activity to maintain mitochondrial function. Together, the findings prove that young hepatocytes require Smo activity to remain resilient and show that old hepatocytes phenocopy non‐resilient, Smo‐deficient young hepatocytes.

**FIGURE 6:**
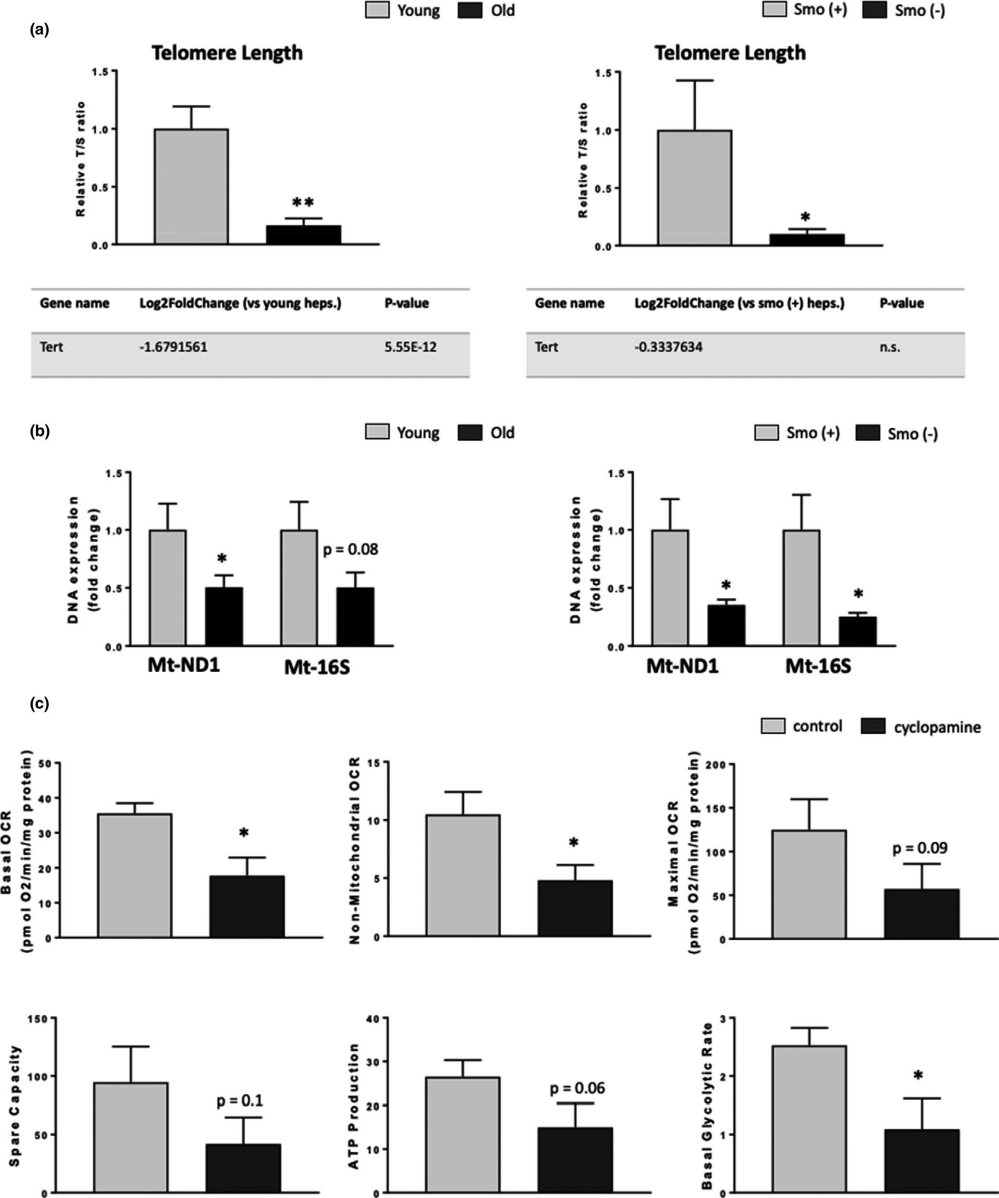
Smoothened deficient young hepatocytes resemble old hepatocytes. (a) Telomere length (*top*), Tert (*bottom*) and (b) mitochondrial ND1 and 16S relative gDNA expressions from young and old (*Left*) and Smo (+) and Smo (−) (*Right*) mice. Results shown as MEAN +/− SEM (*n* = 5 mice/group/time, *p < 0.05, **p < 0.01). Primary hepatocytes isolated from healthy control mice were treated for 24 h with vehicle (DMSO) or 5 μM Cyclopamine (*n* = 4 mice/group). Mitochondrial bioenergetics were assessed using a Seahorse XF96 analyzer after the incubation time. (c) Basal Oxygen Consumption Rate (OCR), non‐mitochondrial OCR, maximal OCR, spare capacity, ATP‐linked oxygen consumption and basal glycolytic rate in hepatocytes treated with vehicle or cyclopamine. Results shown as MEAN +/− SEM (*p < 0.05)

## 3 DISCUSSION

Loss of resiliency occurs during aging and limits the ability of tissues to tolerate and recover from various stresses, leading to gradual degeneration of tissue structure and function. Consistent with this, aging enhances vulnerability to acute liver injury and compromises repair, thereby promoting chronic liver damage. Thus, it is not surprising that older age is a major risk factor for decompensated cirrhosis, the fatal end stage of all types of chronic liver disease. It follows that age‐related increases in the incidence and prevalence of cirrhosis and consequent hepatic decompensation could be reduced by restoring hepatic resiliency. However, more research to identify tractable mechanisms that undermine liver resiliency is required in order to achieve this objective.

Herein we report novel evidence that Hedgehog signaling is suppressed in old hepatocytes and show that this helps to explain how aging impairs hepatocyte resiliency by demonstrating that targeted disruption of the Hedgehog pathway in young hepatocytes immediately phenocopies consequences of aging that reduce hepatocyte resiliency in old hepatocytes. More specifically, hepatocyte‐specific deletion of Smo, an obligatory upstream component of the Hedgehog signaling pathway, abrogates downstream signaling that is known to enable proliferation in many cell types, including induction of critical drivers of cell cycle progression such as cyclin D1, FoxM1 and Ki67. As in old hepatocytes, loss of Smo activity in young hepatocytes curtails increases in hepatocyte mitosis that must occur to replenish the hepatocyte population and effectively regenerate the liver after PH.

A conserved, Smo‐sensitive mechanism for this reduced hepatocyte proliferative activity was also identified in old hepatocytes and young Smo‐depleted hepatocytes, namely, telomere shortening. Accumulation of hepatocytes with short telomeres associates with liver atrophy and progressive hepatic dysfunction in young humans, and aging enriches the liver with hepatocytes that have shortened telomeres (Wiemann et al., 2002). In mice, defective telomere maintenance in hepatocytes has been linked to an increased risk for chronic inflammatory conditions, and exacerbates cirrhosis induced by carbon tetrachloride (Sato et al., 2004). Interestingly, simply provoking telomere shortening in the intestinal epithelial lineage was shown to cause intestinal inflammation in mice, inducing an inflammasome gene signature in intestinal epithelial cells and increasing their production of IL1, IL‐18, TNFα, and interferon‐gamma proteins, leading to intestinal accumulation of cytotoxic T cells. These responses were accompanied by mild intestinal degeneration in young mice that gradually worsened with age, and was rescued by reactivating telomerase (Chakravarti et al., 2020).

Telomerase restores telomere length after DNA damage, and cell cycle progression is generally blocked until the defective telomeres are repaired (Barnes et al., 2019). When challenged by DNA damaging agents, blood cell lineages that activate Smo are able to escape the checkpoint inhibition that is typically induced by DNA damage and thus, can progress through the cell cycle despite having DNA adducts; blocking Smo activation abrogates DNA damage‐resistant proliferation in those cells (Scheffold et al., 2020). The mechanisms whereby Smo enables resistance to typical sequelae of DNA damage remain poorly understood but Hedgehog‐regulated, Gli‐family transcription factors are known to promote telomerase transcription in some cells (Mazumdar et al., 2013). Our findings indicate that Gli‐activity is reduced in old hepatocytes and show that telomerase mRNA expression is also reduced in these cells, suggesting that repair of shortened telomeres is reduced by inhibiting Hedgehog signaling and renders old hepatocytes susceptible to checkpoint inhibition that arrests their progression through the cell cycle. On the other hand, telomerase mRNA levels were not decreased in young hepatocytes a week or so after Smo was deleted acutely, although these young Smo (−) cells had shortened telomeres and reduced proliferative activity. Cell cycle arrest after DNA damage has been linked with reduced expression of circadian clock genes in blood cell lineages with low Hedgehog pathway activity (Scheffold et al., 2020). Interestingly, our GSEA demonstrated decreased ‘circadian regulation of gene expression’ in Smo‐deficient hepatocytes, even in young mice.

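Within the clock list, Clock (log2 fold change 1.00, SE 0.214), its target Nr1d1, which represses Arntl (1.40, SE 0.300), Bhlhe40 (1.65, SE 0.267) and Hlf, a clock output factor (1.41, SE 0.209), were higher in Smo (−) than in Smo (+) hepatocytes at 0 h, where the list's camera adjusted p of 0.00165 became an adjusted p = 0.581 with an estimated correlation. Markers of macrophages and of endothelial cells were lower in the Smo (−) libraries than in the lone Smo (+) library at 0 h (20 of 20 each). At 48 h after PH 0 of 24 clock genes were called between Smo (−) and Smo (+) hepatocytes (edgeR, 0 over the list alone, unadjusted p under 0.05: 5 genes, median −0.22), with a camera adjusted p of 0.0223 (downward), an adjusted p = 0.805 with an estimated correlation, 0.0524 with a gene-length correction and 0.222 without Smo (−) PH replicate 1.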

More research is necessary to determine how inhibiting Smo promotes telomere loss and impacts DNA damage responses in hepatocytes. One possibility is that progressive DNA damage and telomere shortening are both by‐products of an inflammatory response in liver tissue that is triggered by dysfunctional telomeres in Smo‐deficient hepatocytes, similar to the tissue inflammation and degeneration that occurred in intestinal mucosa when telomere function was directly disrupted in intestinal epithelial cells (Chakravarti et al., 2020, 2021; Jurk et al., 2014). In this regard, it is important to note that inflammatory cytokines increase mitochondrial membrane permeability and thereby, exacerbate cellular exposure to mitochondria‐derived reactive oxygen species (ROS) that cause oxidative DNA damage (Horssen et al., 2019). Oxidative damage to the nuclear genome, in turn, is known to promote cell cycle arrest and telomere loss (Barnes et al., 2019), responses that perpetuate inflammation and drive further tissue degeneration. We discovered that blocking Smo activity disrupted mitochondrial function, inhibited mitochondrial biogenesis, and reduced mitochondrial mass in hepatocytes. Whether or not the acute mitochondrial sequelae of Smo‐disruption are adaptive and help hepatocytes constrain oxidative stress in an inflammatory hepatic microenvironment requires further study. On the other hand, these responses are predicted to suppress hepatocyte regeneration based on evidence that inhibiting complex I in the mitochondrial electron transport chain, or depleting mitochondrial DNA, cause mitotic aberrations that arrest cells in G2‐M (Donthamsetty et al., 2014).

It is important to emphasize that our study has limitations and raises questions that will require further research to address. First, we did not study female mice in order to minimize potentially confounding effects of aging on sex hormones. However, as Hedgehog signaling and many other aspects of liver biology are sexually di‐morphic, future studies are needed to determine if reduced Hedgehog signaling also contributes to aging‐related decreases in hepatocyte resiliency and liver regenerative capacity in female mice. Second, the hepatocyte RNAseq data presented in this paper were generated by deep sequencing bulk RNA from hepatocyte isolates derived from a relatively small number of Smo‐floxed mice. More studies are needed to confirm the reproducibility of our findings but the bulk RNAseq approach is not ideal because it may obscure zonal differences in Hedgehog pathway activity. This is an important consideration since other morphogenic signaling pathways are zonally localized in healthy adult livers, and both hepatocyte metabolism and proliferative activity are known to vary along the hepatic perfusion gradient (Halpern et al., 2017; MacParland et al., 2018; Ramachandran et al., 2019). To rectify the limitations of our bulk RNAseq analysis, we are currently performing single cell RNA sequencing (scRNA seq) studies of thousands of hepatocytes isolated from additional Smo (+) and Smo (+) mice. This approach can resolve concerns about data reproducibility since it characterizes the transcriptomes of thousands of hepatocytes at the single cell level, and clusters cells according to similarities in their gene expression profiles. The available results from this ongoing work confirm, complement and extend the findings of the bulk RNAseq data about the effects of Smo deletion on hepatocyte resiliency that are reported in the present manuscript. Most importantly, upregulated genes in our Smo‐deleted hepatocytes overlap significantly with upregulated genes in hepatocytes obtained from 30‐month‐old mice that was recently published in a single cell transcriptomic atlas of aging tissues in the mouse (Zhang et al., 2021) (data not shown). Finally, more research is needed to determine if the aging‐related decline in hepatocyte Hedgehog signaling helps to explain why solid epidemiologic evidence demonstrates a decreased incidence of HCC in the very elderly when the incidence of hepatocellular carcinomas (HCC) increases progressively until about 70 years of age (Sheedfar et al., 2013). The authors of a recent review speculate that this paradox might reflect the cumulative effects of age‐related declines in insulin growth factor (IGF)‐1 signaling (Xu et al., 2013). Loss of IGF1 activity inhibits liver regeneration (Desbois‐Mouthon et al., 2006) and thus, is expected to promote tissue degeneration, but it might also curtail the outgrowth of malignant hepatocytes (Adamek & Kasprzak, 2018) and thereby protect against hepatocarcinogenesis. This concept merits further evaluation given evidence that inhibiting Smo activity in hepatocytes disrupts the IGF‐IGFreceptor1 axis (Matz‐Soja et al., 2014).

In conclusion, we have discovered that hepatocytes in old livers have diminished Hedgehog pathway activity and reduced resiliency in response to a regenerative challenge. Further, we have proven that disrupting Smoothened in young hepatocytes abrogates constitutive Hedgehog signaling, rapidly phenocopies the gene expression profile of old hepatocytes, and recapitulates the old hepatocyte regenerative defects. Pathway analysis identified conserved activation of inflammatory signaling and suppression of growth factor signaling in old hepatocytes and Smo‐deleted young hepatocytes. Both old‐ and Smo‐deleted hepatocytes also exhibited telomere attrition and mitochondrial dysfunction, further supporting a shared mechanism for deficient regenerative capacity. Together, these findings identify a novel role for constitutive hepatocyte Hedgehog signaling in maintaining liver resiliency over the life span and suggest that restoring pathway activity in old hepatocytes might improve liver resiliency and thwart aging‐related increases in susceptibility to liver damage.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animal experiments

C57BL/6J 3‐month‐old wild‐type (Young) mice were obtained from Jackson Laboratories (Bar Harbor, ME). C57BL/6J 24‐month‐old wild‐type (Old) mice were obtained from the NIA Aged Rodent Colonies (https://www.nia.nih.gov/research/dab/agedrodent‐colonies‐handbook). Adult male, C57BL/6J wild‐type (WT) mice (Jackson Laboratory, Bar Harbor, ME) and adult male Smoothened (Smo)^tm2Amc^/J (Smo‐flox) mice on a C57Bl6/J background were purchased from the Jackson Laboratory (Bar Harbor, ME) and studied at 2–3 months of age. All mice were housed in a barrier facility on 12 h:12 h light cycle with free access to water and standard chow diet (Rodent diet 20, 5033; Picolab, St. Louis, MO). Male Smo flox/flox mice were injected by tail vein with 5 × 10^11^ genome‐equivalents of AAV8‐TBG‐Luc (control; Smo (+); *n* = 50 mice) or AAV8‐TBG‐Cre (Smo (−); *n* = 50 mice) to selectively delete the Smoothened (Smo) gene in hepatocytes. Viruses were obtained from the University of Pennsylvania Viral Vector Core.

70% partial hepatectomy (PH) (Nevzorova et al., 2015; Swiderska‐Syn et al., 2014) was performed on young and old wild‐type mice and young Smo‐floxed mice without or with Smo deletion. Smo‐floxed mice underwent PH 7 days after viral injection based on pilot studies showing reproducibly efficient deletion of floxed Smo alleles by this time point. Mice were sacrificed before PH (0h) and at 24, 48, 72, or 96 h after PH to obtain either liver tissue (60 young and old mice, *n* = 6 mice/group/time point and 50 smo (+) and smo (−) mice, *n* = 5 mice/group/time point) or primary hepatocytes (60 young and old mice, *n* = 6 mice/group/ time point and 50 smo (+) and smo (−) mice, *n* = 5 mice/group/time point). At whole liver harvest, slices of liver were formalin‐fixed for paraffin embedding and the remainder snap frozen in liquid nitrogen for RNA and protein analysis.

Animal care and surgical procedures were conducted in compliance with an approved Duke University IACUC protocol, and those set forth in the “Guide for the Care and Use of Laboratory Animals” as published by the National Research Council.

### 4.2 Hepatocyte isolation

To obtain primary hepatocytes, livers of the remaining mice were perfused with collagenase as described (Oh et al., 2018). Hepatocyte preparations were evaluated by light microscopy to assure that viability and purity were at least 95%. Freshly isolated hepatocytes were immediately processed to obtain RNA and protein.

### 4.3 RNA‐Seq and analysis

Global transcriptome profiling was performed by RNAseq using freshly isolated hepatocytes from young and old wild‐type mice (*n* = 3 mice/group/time point) or Smo‐floxed mice (*n* = 1–2 mice/group/time point) before and at 48 h after PH. Total RNA was extracted using RNeasy mini kit (Qiagen, Hilden, Germany) following the manufacturer's instructions. mRNA library preparation (poly A enrichment) and mRNA‐Seq was performed by Novogene using Illumina NovaSeq PE150 platform. Resulting data was pre‐processed: *Trim_galore* was used to trim off adapter and low‐quality reads, *STAR* for reads alignment to the reference genome (mm10_STAR_genome_idx), *Samtools index* sorted bam files, *Picard* removed duplicates and *HTSeq* for quantification of the gene expression data. Differential expression analysis and gene set enrichment analysis were performed using *Deseq* and *GSEA*, respectively. The dataset is available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database, accession number GSE18176.

### 4.4 Statistics

Data are expressed as mean ± SEM, unless otherwise specified. Statistical significance between two groups was analyzed by two‐tailed Student's *t* test, whereas comparisons of multiple groups were evaluated by two‐way analysis of variance (ANOVA) as specified followed by a post‐hoc Tukey's test. *p*‐values <0.05 were considered statistically significant. Drawing graphs and statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, Inc. La Jolla, CA, USA).

## CONFLICT OF INTEREST

The authors have declared that no conflict of interest exists.

## AUTHOR CONTRIBUTIONS

RMD designed the research studies, conducted experiments, acquired data, analyzed data, provided reagents, wrote the manuscript; GDD, SHO, KD, LT, TC, RKD conducted experiments and acquired data. JHH and JNM designed seahorse experiments and analyzed data. AMD designed the research studies, analyzed data, wrote the manuscript, and secured funding for the research.

## Supporting information

Supplementary Material

## Data Availability

The data supporting the findings of this study are available within the article and/or supplementary materials.

# Supplementary material for: Aging reduces liver resiliency by dysregulating Hedgehog signaling
**Source:** Aging Cell. 2022 Jan 4;21(2):e13530. doi: 10.1111/acel.13530
**Supplement:** Supplementary file 1 — Supplementary Material

**Aging reduces liver resiliency by dysregulating hedgehog signaling**

Raquel Maeso-Díaz ^1^, George D. Dalton ^1^, Sehhoon Oh ^1^, Kuo Du^1^, Linda Tang^1^, Tianyi Chen ^1^, Rajesh K. Dutta ^1^, Jessica H. Hartman ^2^, Joel N. Meyer ^2^ & Anna Mae Diehl ^1^

**Table of contents**

Supplementary materials and methods…………………………………………………2

Supplementary table 1………………….…………………………………………………5

Supplementary table 2………………….…………………………………………………6

Supplementary table 3………………….…………………………………………………7

Supplementary table 4………………….…………………………………………………8

Supplementary table 5………………….…………………………………………………9

Supplementary table 6………………….…………………………………………………10

Supplementary table 7………………….…………………………………………………11

Supplementary Figure 1…………………………………………………………………..12

Supplementary Figure 2…………………………………………………………………..14

Supplementary Figure 3…………………………………………………………………..15

Supplementary Figure 4…………………………………………………………………..16

Supplementary Figure 5…………………………………………………………………..18

Supplementary Figure 6…………………………………………………………………..20

Supplementary References………………………………………………………………22

**Supplementary materials and methods**

**Two-step real time RT-PCR**

Total RNA was extracted from primary hepatocytes using RNeasy mini kit (Qiagen, Hilden, Germany) or TRIzol (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The concentration and purity of RNA were determined using a Nanodrop 2000 spectrophotometer. Template complementary DNAs were synthesized from total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA) according to the manufacturer's protocols. Power SYBR Green Master Mix (Applied Biosystems) was used for real-time quantitative PCR (qPCR) on the manufacturer’s specifications (StepOnePlus™ Real-Time PCR System, Applied Biosystems). The qPCR results were normalized to the housekeeping gene 40S ribosomal proteins S9 (S9) mRNA based on the threshold cycle (C_t_) and relative fold-change was determined using the 2^-ΔΔCt^ method. The sequences of primers used in this study are listed (Table S1).

**Liver histology and immunohistochemistry**

Liver specimens were fixed in 10% neutral buffered formalin, embedded in paraffin using standard methods and cut into 5 µm sections. For immunohistochemistry, liver sections were deparaffinized, hydrated and incubated in 3% hydrogen peroxide to block endogenous peroxidase. Antigen retrieval was performed by heating in 10 mM sodium citrate buffer (pH 6.0) for 10 min using a microwave. Specimens were blocked in Dako Protein Block solution (Agilent, Santa Clara, CA) for 30 min at room temperature followed by incubation with primary antibody at 4 °C overnight. Immunohistochemistry was used to detect target proteins using the following antibodies: S10P-Histone3 (ab5176, Abcam), Sonic hedgehog (Shh) (ab73958, Abcam), Indian hedgehog (Ihh) (sc-13088, Santa Cruz Biotechnology), GLI Family Zinc Finger 2 (Gli2) (GWB-CE7858, Genway Biotech), Smo (ab236465, Abcam), ki67 (ab16667, Abcam) and CyclinD1 (ab134175, Abcam). Secondary antibodies were HRP-conjugated anti-rabbit (K4003, DAKO) and anti-mouse (K4001, DAKO) antibodies. Blocking and chromogenic detection was performed using the DAKO Envision System with DAB substrate (DAKO Corporation) according to the manufacturer’s protocol. Tissue sections were counterstained with Hematoxylin Gill Nº1 (Sigma Aldrich). The specific staining was visualized and ten images per liver were acquired using a microscope equipped with a digital camera. Percentage of positive area or positive cells per field were quantified using ImageJ software.

**Genomic DNA extraction**

Genomic DNA was isolated and purified from liver tissue samples using DNeasy mini kit (Qiagen). All DNA samples were tested for purity and integrity using a Nanodrop 2000 spectrophotometer. Genomic DNA was used for performing Telomere Length and Mitochondrial DNA qPCR assays.

**Telomere length measurement by quantitative PCR**

Telomere length measurement was performed using a quantitative PCR-based method following manufacturer’s instructions (M8908, ScienCell). The relative telomere length was calculated as the ratio of telomere repeats to a single-copy gene provided by the kit (T/S ratio).

**Mitochondrial DNA determination**

Mitochondrial DNA was determined using a quantitative PCR-based method. Mitochondrial DNA genes NADH dehydrogenase 1 (MT-ND1) and ribosomal protein S16 (MT-S16) were detected using specific primers and results were normalized to a single-copy gene (S9). The sequences of primers used in this study are listed (Table S1).

**Mitochondrial respiration**

Primary hepatocytes isolated from 4 unique healthy control mice were treated for 24h with vehicle (DMSO) or 5 μM Cyclopamine, a direct antagonist of Smo. Mitochondrial bioenergetics were assessed using a Seahorse XCFa analyser (Agilent Technologies) after the incubation time. Mitochondrial respiration in a coupled state (10 μg/well) was measured in mitochondrial assay solution (MAS; 220 mM mannitol, 70 mM sucrose, 10 mM KH2PO4, 5 mM MgCl2, 2 mM HEPES, 1 mM EGTA and 0.2% (w/v) fatty acid-free BSA, pH 7.2 at 37ºC) containing succinate as a substrate (10 mM) and rotenone (1 μM). State 3 respiration (phosphorylating respiration) was triggered via the injection of 4 mM adenosine diphosphate (ADP). State of respiration was assessed by the addition of 0.5 μg/mL oligomycin, while maximal uncoupler-stimulated respiration was observed following the injection of 0.3 μM carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP). Antimycin A (1 μM), a Complex III inhibitor, and rotenone (1 μM), a Complex I inhibitor, were added at the end of the experiment to inhibit mitochondrial respiration, as described (1). Every sample was analysed in triplicate. The Seahorse XF Wave software was used to group the respiration data from separate mice into a single representative curve and data was normalized to mitochondrial protein content.

**Supplementary table 1**

| Gene symbol | Primer forward | Primer reverse |
| --- | --- | --- |
| Mm S9 | GGGCCTGAAGATTGAGGATT | CGGGCATGGTGAATAGATTT |
| Mm FoxM1 | TGATAGCCTCAGCAAGATCC | CTATCGCAGCTAACCGATGA |
| Mm CyclinD1 | TAGGCCCTCAGCCTCACTC | CCACCCCTGGGATAAAGCAC |
| Mm Ihh | CTGGCGCGCTTAGCAGTGGA | GCCACACGCTCCCCGTTCTC |
| Mm Gli2 | GCCTTCACCCACCTTCTT | TTCTGCTTGTGGTTGGCATCAT |
| Mm Smo | CAGTCAGGAATGGGCTTCTT | GCTGCCACTTCTATGACTTCT |
| Mm Mt-S16 | CCGCAAGGGAAAGATGAAAGA | TCGTTTGGTTTCGGGGTT |
| Mm Mt-ND1 | CTAGCAGAAACAAACCGGGC | CCGGCTGCGTATTCTACGTT |

**Supplementary table 2**

Top 20 downregulated gene sets in old compared to young hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_MITOTIC_SPINDLE | -1.96 | 0.00 | 0.00 |
| HALLMARK_UV_RESPONSE_DN | -1.75 | 0.00 | 0.00 |
| HALLMARK_TGF_BETA_SIGNALING | -1.56 | 0.01 | 0.03 |
| HALLMARK_HEDGEHOG_SIGNALING | -1.56 | 0.02 | 0.02 |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB | -1.46 | 0.00 | 0.06 |
| HALLMARK_NOTCH_SIGNALING | -1.45 | 0.05 | 0.06 |
| HALLMARK_KRAS_SIGNALING_DN | -1.41 | 0.03 | 0.07 |
| HALLMARK_G2M_CHECKPOINT | -1.24 | 0.07 | 0.30 |
| HALLMARK_ANDROGEN_RESPONSE | -1.24 | 0.13 | 0.27 |
| HALLMARK_ESTROGEN_RESPONSE_EARLY | -1.21 | 0.11 | 0.30 |
| HALLMARK_IL2_STAT5_SIGNALING | -1.19 | 0.14 | 0.32 |
| HALLMARK_APICAL_JUNCTION | -1.16 | 0.19 | 0.38 |
| HALLMARK_SPERMATOGENESIS | -1.11 | 0.29 | 0.45 |
| HALLMARK_PI3K_AKT_MTOR_SIGNALING | -1.03 | 0.42 | 0.65 |
| HALLMARK_HEME_METABOLISM | -1.01 | 0.44 | 0.66 |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING | -1.00 | 0.47 | 0.63 |
| HALLMARK_HYPOXIA | -0.98 | 0.49 | 0.65 |
| HALLMARK_APICAL_SURFACE | -0.90 | 0.63 | 0.83 |
| HALLMARK_P53_PATHWAY | -0.87 | 0.77 | 0.84 |

**Supplementary table 3**

Top 20 upregulated gene sets in old compared to young hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 2.62 | 0.00 | 0.00 |
| HALLMARK_MYC_TARGETS_V1 | 2.49 | 0.00 | 0.00 |
| HALLMARK_FATTY_ACID_METABOLISM | 2.21 | 0.00 | 0.00 |
| HALLMARK_MTORC1_SIGNALING | 2.03 | 0.00 | 0.00 |
| HALLMARK_DNA_REPAIR | 2.02 | 0.00 | 0.00 |
| HALLMARK_PEROXISOME | 1.88 | 0.00 | 0.00 |
| HALLMARK_ALLOGRAFT_REJECTION | 1.83 | 0.00 | 0.00 |
| HALLMARK_INTERFERON_ALPHA_RESPONSE | 1.80 | 0.00 | 0.00 |
| HALLMARK_MYC_TARGETS_V2 | 1.73 | 0.00 | 0.00 |
| HALLMARK_GLYCOLYSIS | 1.72 | 0.00 | 0.00 |
| HALLMARK_COAGULATION | 1.68 | 0.00 | 0.00 |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | 1.65 | 0.01 | 0.00 |
| HALLMARK_E2F_TARGETS | 1.65 | 0.00 | 0.00 |
| HALLMARK_XENOBIOTIC_METABOLISM | 1.64 | 0.00 | 0.00 |
| HALLMARK_ADIPOGENESIS | 1.62 | 0.00 | 0.01 |
| HALLMARK_INTERFERON_GAMMA_RESPONSE | 1.55 | 0.00 | 0.01 |
| HALLMARK_APOPTOSIS | 1.40 | 0.00 | 0.04 |
| HALLMARK_KRAS_SIGNALING_UP | 1.25 | 0.04 | 0.12 |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS | 1.20 | 0.11 | 0.17 |

**Supplementary table 4**

Top 20 downregulated gene sets in old regenerating compared to young hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_MITOTIC_SPINDLE | -1.96 | 0.00 | 0.00 |
| HALLMARK_UV_RESPONSE_DN | -1.88 | 0.00 | 0.00 |
| HALLMARK_HEDGEHOG_SIGNALING | -1.68 | 0.00 | 0.01 |
| HALLMARK_KRAS_SIGNALING_DN | -1.63 | 0.00 | 0.01 |
| HALLMARK_TGF_BETA_SIGNALING | -1.57 | 0.01 | 0.02 |
| HALLMARK_APICAL_JUNCTION | -1.41 | 0.01 | 0.09 |
| HALLMARK_BILE_ACID_METABOLISM | -1.40 | 0.01 | 0.08 |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING | -1.39 | 0.05 | 0.08 |
| HALLMARK_IL2_STAT5_SIGNALING | -1.37 | 0.01 | 0.08 |
| HALLMARK_APICAL_SURFACE | -1.26 | 0.12 | 0.16 |
| HALLMARK_PANCREAS_BETA_CELLS | -1.26 | 0.16 | 0.15 |
| HALLMARK_MYOGENESIS | -1.24 | 0.04 | 0.16 |
| HALLMARK_NOTCH_SIGNALING | -1.23 | 0.18 | 0.16 |
| HALLMARK_INFLAMMATORY_RESPONSE | -1.17 | 0.13 | 0.24 |
| HALLMARK_ESTROGEN_RESPONSE_EARLY | -1.10 | 0.18 | 0.36 |
| HALLMARK_KRAS_SIGNALING_UP | -1.04 | 0.35 | 0.48 |
| HALLMARK_HEME_METABOLISM | -1.03 | 0.33 | 0.48 |
| HALLMARK_ANGIOGENESIS | -1.02 | 0.39 | 0.47 |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB | -0.99 | 0.48 | 0.54 |
| HALLMARK_COMPLEMENT | -0.93 | 0.67 | 0.70 |
| HALLMARK_ANDROGEN_RESPONSE | -0.92 | 0.63 | 0.68 |

**Supplementary table 5**

Top 20 upregulated gene sets in old regenerating compared to young hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 2.62 | 0.00 | 0.00 |
| HALLMARK_E2F_TARGETS | 2.48 | 0.00 | 0.00 |
| HALLMARK_G2M_CHECKPOINT | 2.36 | 0.00 | 0.00 |
| HALLMARK_MYC_TARGETS_V1 | 2.35 | 0.00 | 0.00 |
| HALLMARK_DNA_REPAIR | 2.08 | 0.00 | 0.00 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 2.07 | 0.00 | 0.00 |
| HALLMARK_MTORC1_SIGNALING | 1.94 | 0.00 | 0.00 |
| HALLMARK_MYC_TARGETS_V2 | 1.89 | 0.00 | 0.00 |
| HALLMARK_GLYCOLYSIS | 1.77 | 0.00 | 0.00 |
| HALLMARK_MITOTIC_SPINDLE | 1.77 | 0.00 | 0.00 |
| HALLMARK_SPERMATOGENESIS | 1.77 | 0.00 | 0.00 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 1.63 | 0.00 | 0.00 |
| HALLMARK_FATTY_ACID_METABOLISM | 1.57 | 0.00 | 0.01 |
| HALLMARK_APOPTOSIS | 1.52 | 0.01 | 0.01 |
| HALLMARK_ESTROGEN_RESPONSE_LATE | 1.43 | 0.01 | 0.03 |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | 1.42 | 0.04 | 0.04 |
| HALLMARK_UV_RESPONSE_UP | 1.33 | 0.03 | 0.08 |
| HALLMARK_PEROXISOME | 1.33 | 0.05 | 0.08 |
| HALLMARK_PROTEIN_SECRETION | 1.20 | 0.16 | 0.22 |
| HALLMARK_ADIPOGENESIS | 1.18 | 0.13 | 0.24 |
| HALLMARK_ALLOGRAFT_REJECTION | 1.18 | 0.15 | 0.24 |

**Supplementary table 6**

Top 20 downregulated gene sets in Smo (-) compared to Smo (+) hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_ALLOGRAFT_REJECTION | -2.28 | 0.00 | 0.00 |
| HALLMARK_COAGULATION | -1.86 | 0.00 | 0.00 |
| HALLMARK_ANGIOGENESIS | -1.81 | 0.00 | 0.00 |
| HALLMARK_KRAS_SIGNALING_UP | -1.63 | 0.00 | 0.02 |
| HALLMARK_COMPLEMENT | -1.57 | 0.00 | 0.02 |
| HALLMARK_KRAS_SIGNALING_DN | -1.55 | 0.02 | 0.02 |
| HALLMARK_INTERFERON_GAMMA_RESPONSE | -1.52 | 0.00 | 0.03 |
| HALLMARK_INFLAMMATORY_RESPONSE | -1.52 | 0.00 | 0.03 |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | -1.49 | 0.00 | 0.03 |
| HALLMARK_INTERFERON_ALPHA_RESPONSE | -1.43 | 0.01 | 0.04 |
| HALLMARK_IL6_JAK_STAT3_SIGNALING | -1.43 | 0.03 | 0.04 |
| HALLMARK_IL2_STAT5_SIGNALING | -1.34 | 0.02 | 0.08 |
| HALLMARK_APICAL_JUNCTION | -1.31 | 0.03 | 0.09 |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING | -1.22 | 0.19 | 0.16 |
| HALLMARK_MYOGENESIS | -1.07 | 0.28 | 0.42 |
| HALLMARK_HEDGEHOG_SIGNALING | -1.03 | 0.41 | 0.47 |
| HALLMARK_APOPTOSIS | -1.03 | 0.38 | 0.44 |
| HALLMARK_UV_RESPONSE_UP | -0.98 | 0.50 | 0.55 |
| HALLMARK_NOTCH_SIGNALING | -0.90 | 0.60 | 0.72 |

**Supplementary table 7**

Top 20 upregulated gene sets in Smo (-) compared to Smo (+) hepatocytes

| NAME | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- |
| HALLMARK_FATTY_ACID_METABOLISM | 2.41 | 0.00 | 0.00 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 2.37 | 0.00 | 0.00 |
| HALLMARK_MYC_TARGETS_V1 | 2.13 | 0.00 | 0.00 |
| HALLMARK_ADIPOGENESIS | 2.04 | 0.00 | 0.00 |
| HALLMARK_BILE_ACID_METABOLISM | 2.03 | 0.00 | 0.00 |
| HALLMARK_MTORC1_SIGNALING | 1.94 | 0.00 | 0.00 |
| HALLMARK_HYPOXIA | 1.81 | 0.00 | 0.00 |
| HALLMARK_PEROXISOME | 1.80 | 0.00 | 0.00 |
| HALLMARK_XENOBIOTIC_METABOLISM | 1.78 | 0.00 | 0.00 |
| HALLMARK_PROTEIN_SECRETION | 1.72 | 0.00 | 0.00 |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS | 1.69 | 0.00 | 0.00 |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | 1.64 | 0.00 | 0.01 |
| HALLMARK_GLYCOLYSIS | 1.57 | 0.00 | 0.01 |
| HALLMARK_ANDROGEN_RESPONSE | 1.50 | 0.01 | 0.02 |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB | 1.43 | 0.01 | 0.05 |
| HALLMARK_PANCREAS_BETA_CELLS | 1.40 | 0.12 | 0.06 |
| HALLMARK_PI3K_AKT_MTOR_SIGNALING | 1.39 | 0.03 | 0.06 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 1.37 | 0.04 | 0.06 |
| HALLMARK_HEME_METABOLISM | 1.37 | 0.02 | 0.06 |

**Supplementary Figure 1**

**
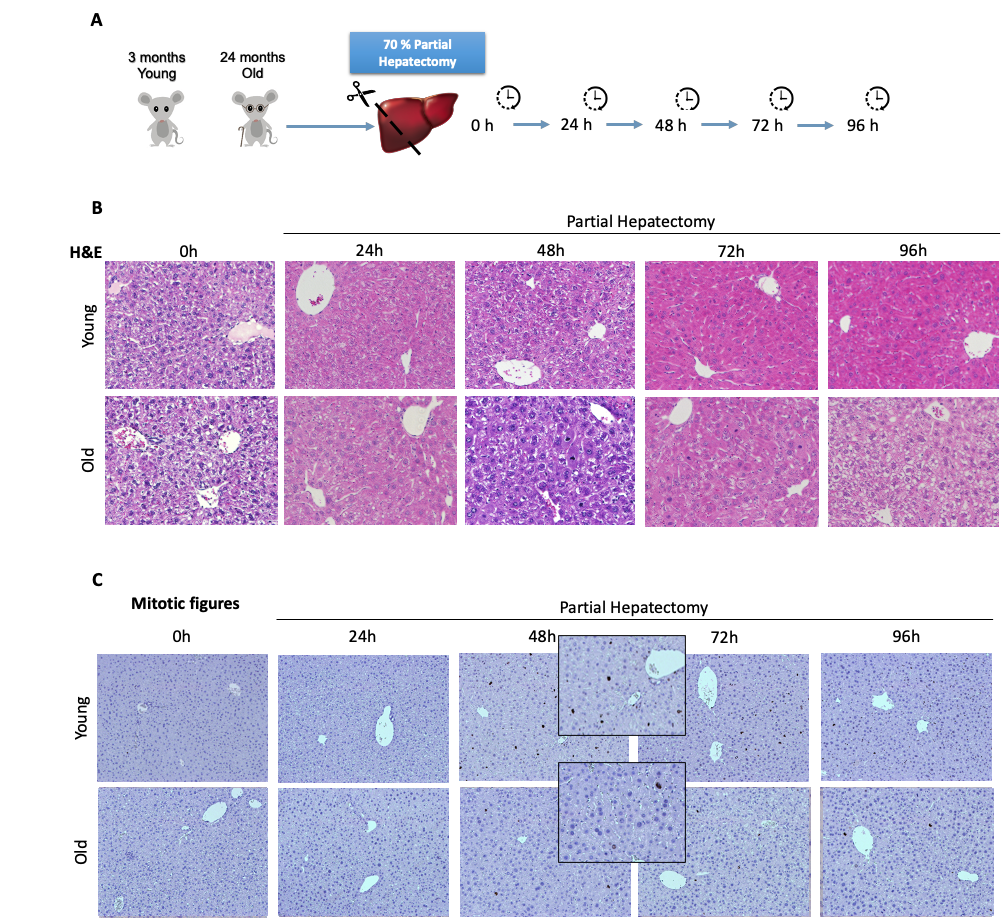
**

**Supplementary Figure 1. Liver regeneration is impaired with aging.** Partial hepatectomy (70%) was performed in young (3 month-old) and old (24 month-old) mice. Liver tissue and hepatocytes samples were collected at 0h and 24, 48, 72 and 96h post-PH (A). Hepatic architecture from control and 24h, 48h, 72h and 96h following PH in young and old mice. Representative images of hematolxylin & eosin staining in liver tissue (100X) (B). Representative micrographs of P-Histone 3 immunohistochemistry in liver sections from control and 24h, 48h, 72h and 96h following PH in young and old mice (100X magnification) (C). Results shown as MEAN +/- SEM (n=6 mice/group/time, *p<0.05,***p<0.001).

**Supplementary Figure 2**

**
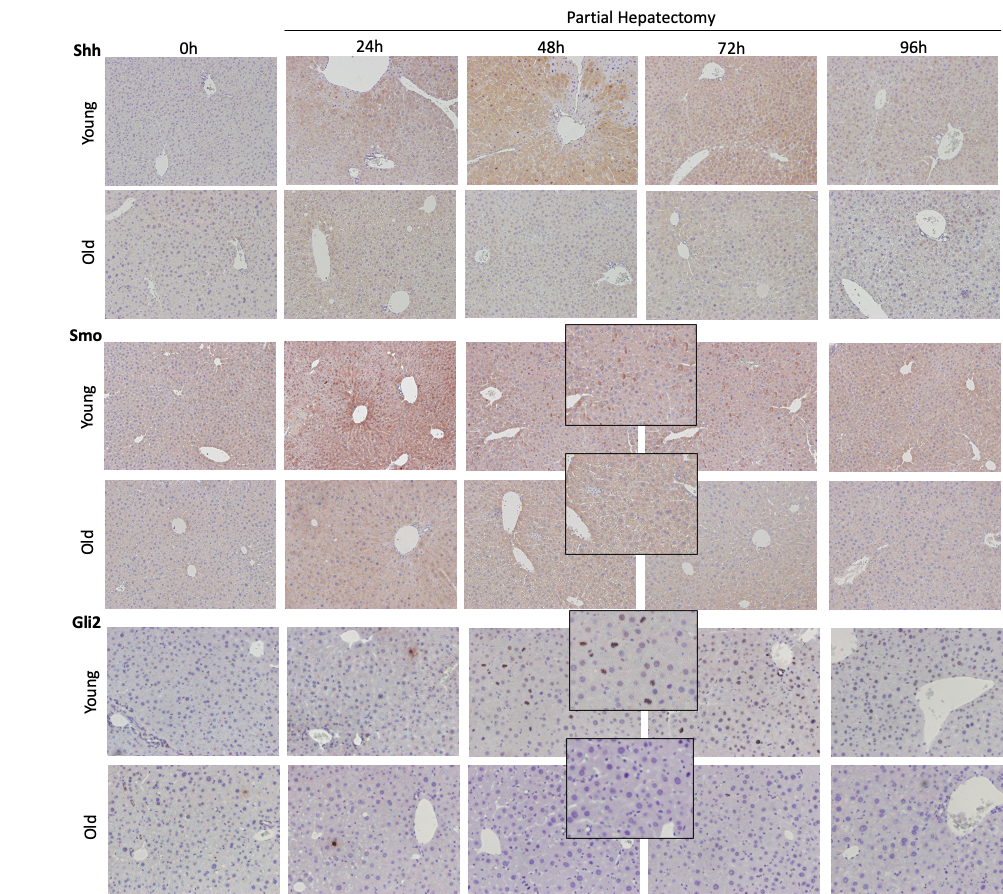
**

**Supplementary Figure 2. Hedgehog signaling pathway proteins are downregulated in old regenerating hepatocytes.** Representative micrographs of Sonic Hedgehog (Shh), Smoothened (Smo) and GLI Family Zinc Finger 2 (Gli2) immunohistochemistry in liver sections from control and 24h, 48h, 72h and 96h following PH in young and old mice (100X magnification, n=6 mice/group/time).

**Supplementary Figure 3**

**
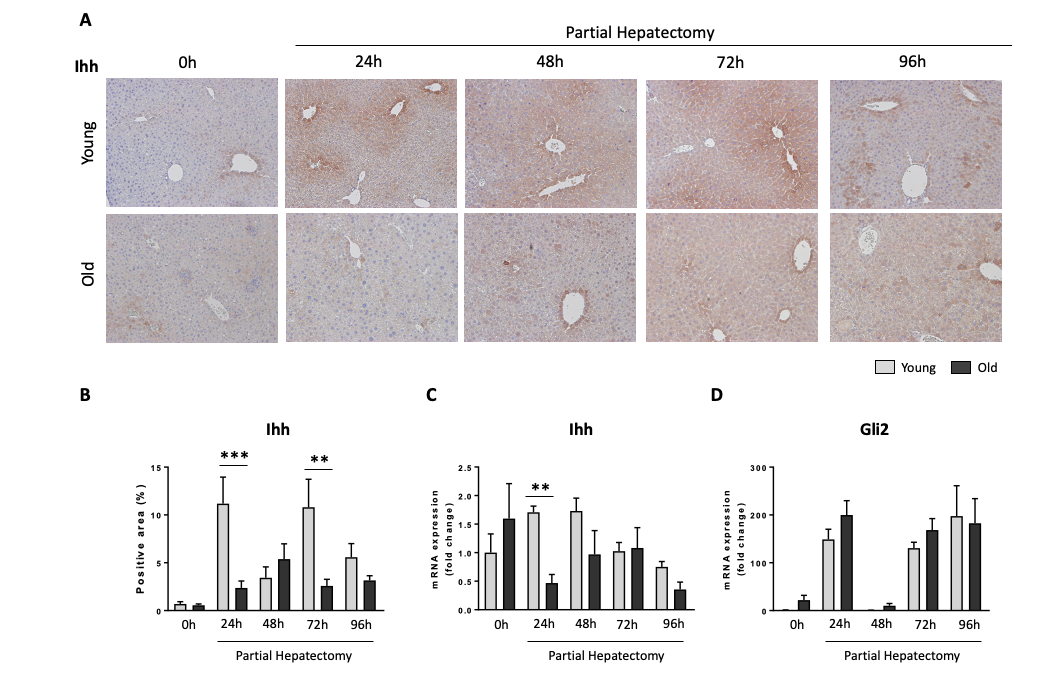
**

**Supplementary Figure 3. Indian Hedgehog ligand expression is supressed in old mice after partial hepatectomy.** Representative micrographs (A) and quantitative analysis (B) of Indian Hedgehog immunohistochemistry in liver sections from control and 24h, 48h, 72h and 96h following PH in young and aged mice (100X magnification). Indian Hedgehog (Ihh) (C) and Gli2 (D) hepatocyte mRNA expression. Results shown as MEAN +/- SEM (n=6 mice/group/time, **p<0.01,***p<0.001).

**Supplementary Figure 4**

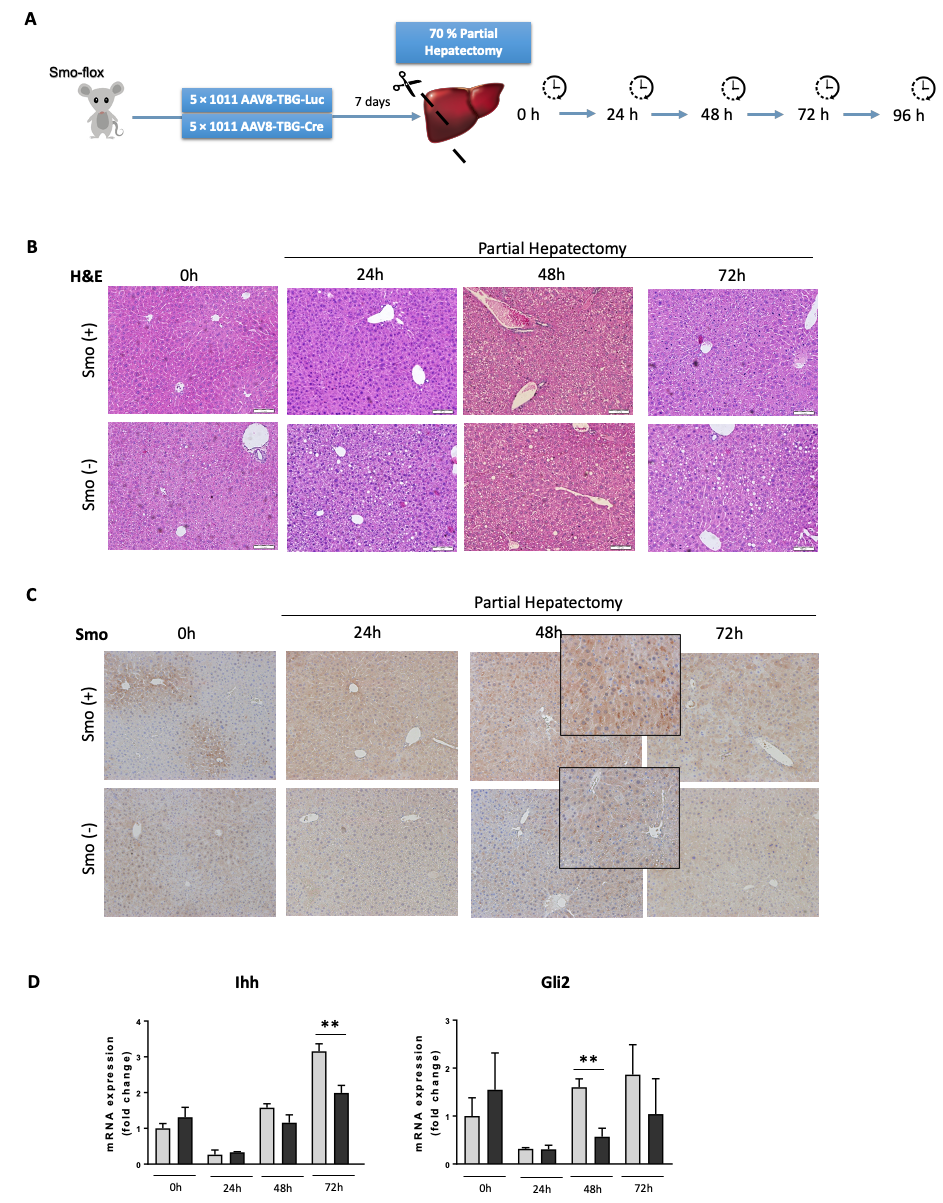

**Supplementary Figure 4. Smoothened deletion in hepatocytes effectively inhibits Hedgehog signaling pathway.** Smo floxed mice were injected with AAV8-TBG-Cre recombinase (Smo (-) or AAV8-TBG-Luciferase (Smo (+). Partial hepatecetomy (PH) was performed seven days later. Liver and hepatocytes were harvested before or 24, 48, 72 and 96h post-PH (A). Hepatic architecture from control and 24h, 48h and 72h following PH in AAV8-TBG-Cre recombinase (Smo (-)) or AAV8-TBG-Luciferase (Smo (+)) mice. Representative images of hematolxylin & eosin staining in liver tissue (100X) (B). Representative micrographs of Smo immunohistochemistry in liver sections (100X) (C). Indian Hedgehog (Ihh) and Gli2 hepatocyte mRNA expression (D). Results shown as MEAN +/- SEM (n=5 mice/group/time, **p<0.01).

**Supplementary Figure 5**

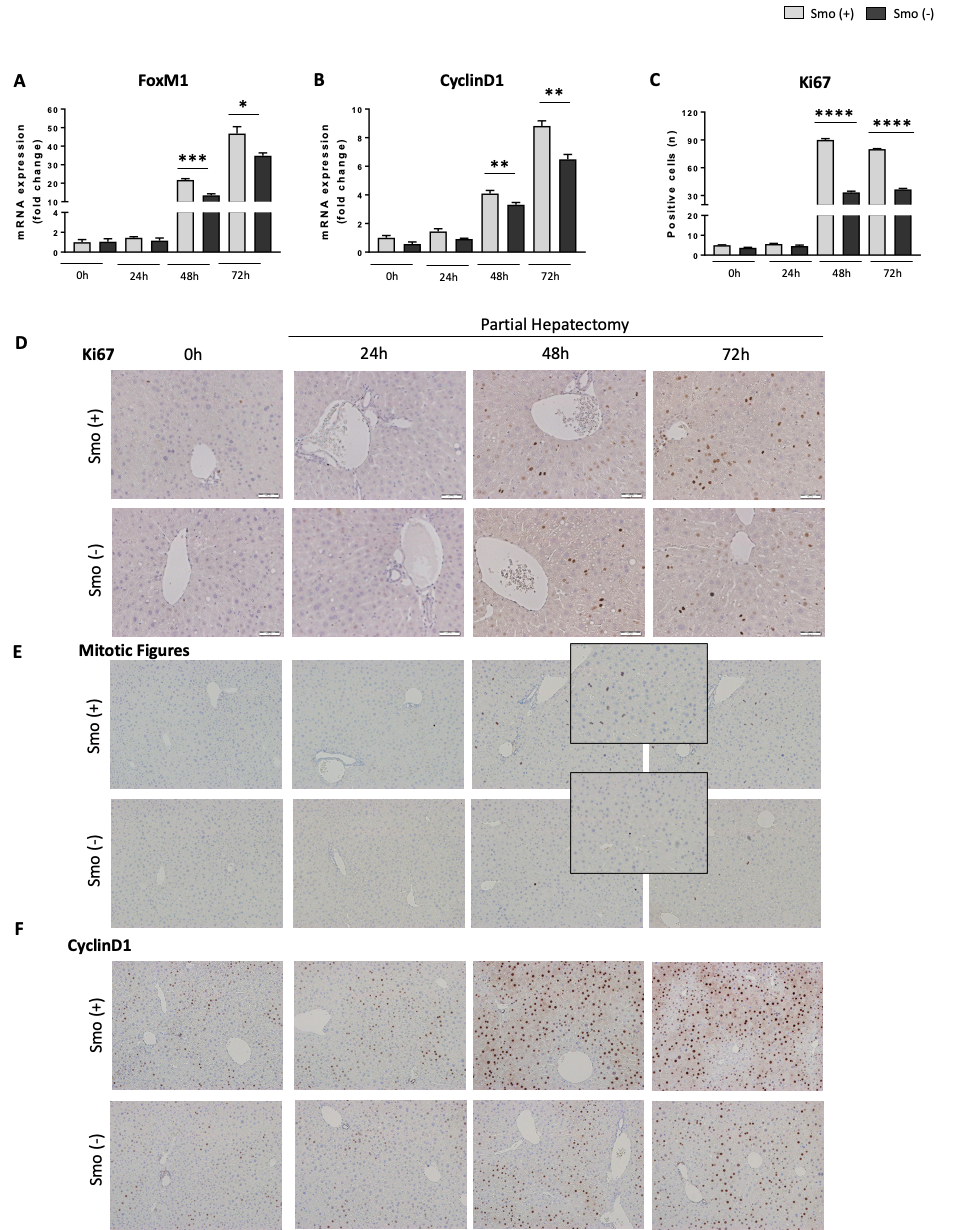

**Supplementary Figure 5. Smoothened deletion in hepatocytes inhibits hepatocyte cell cycle progression after partial hepatectomy.** *Smo* floxed mice were injected with AAV8-TBG-Cre recombinase (Smo (-) or AAV8-TBG-Luciferase (Smo (+). Partial hepatectomy was performed seven days later. Liver and hepatocytes were harvested before or 24, 48 and 72 h post-PH. FoxM1 (A) and Cyclin D1 (B) hepatocyte mRNA expression. Quantitative analysis and representative micrographs of Ki67 (C and D), mitotic figures (E) and Cyclin D1 (F) immunohistochemistry in liver sections (100X magnification). Results shown as MEAN +/- SEM (n=5 mice/group/time,*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Supplementary Figure 6**

**
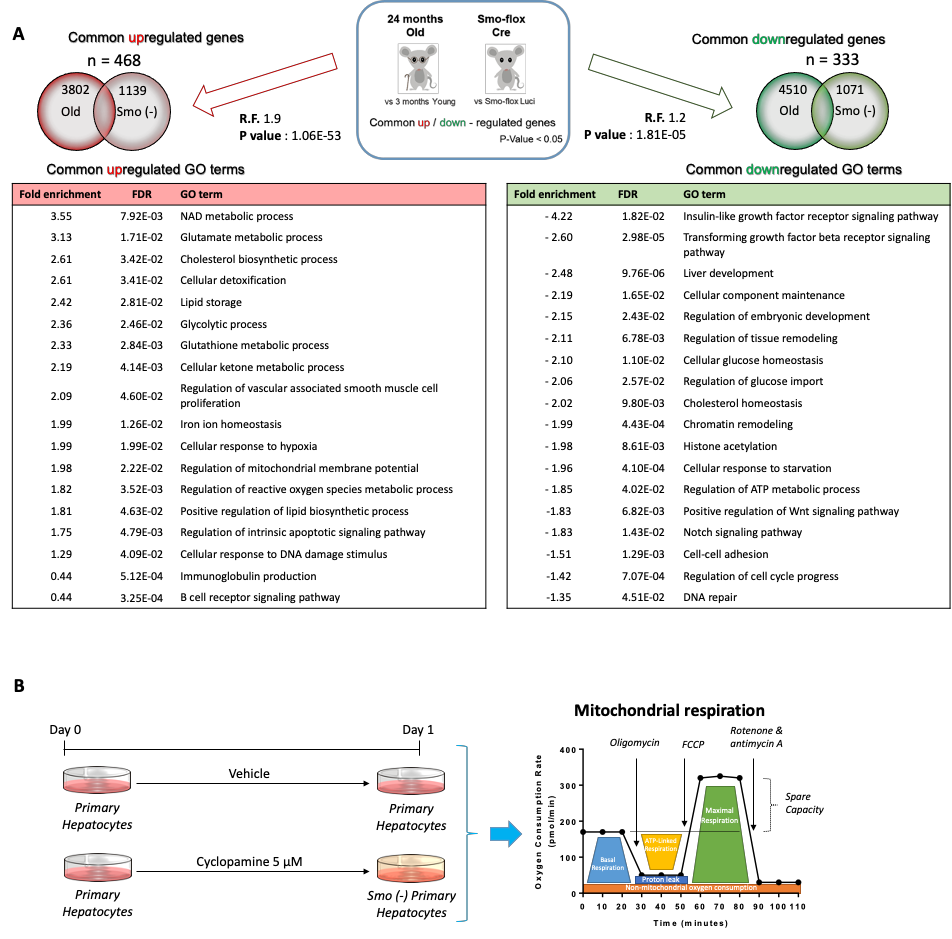
**

**Supplementary Figure 6. Smoothened deficient young hepatocytes resemble old hepatocytes.** RNAseq was performed in hepatocytes isolated before PH (time 0h) from control in young (n = 3) and old (n = 3) mice and Smo (+) (n = 1) and Smo (-) (n = 2). (A) Old and Smo (-) commonly and signicanlty upregulated (*left*) and downregulated (*right*) genes were analyzed using Gene Ontology (GO) and representative GO terms are shown in corresponding tables. (B) Primary hepatocytes isolated from healthy control mice were treated for 24h with vehicle (DMSO) or 5 μM Cyclopamine (n = 4 mice/group). Mitochondrial bioenergetics were assessed using a Seahorse XF96 analyzer after the incubation time.

**Supplementary References**

1. Hartman JH, Smith LL, Gordon KL, Laranjeiro R, Driscoll M, Sherwood DR, et al. Swimming Exercise and Transient Food Deprivation in Caenorhabditis elegans Promote Mitochondrial Maintenance and Protect Against Chemical-Induced Mitotoxicity. Sci Rep. 2018;8(1):8359.

How the deposited data were processed for this re-analysis (not part of the article)

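The data are RNA-seq counts of hepatocytes isolated from mouse livers by collagenase perfusion: 12 libraries of young (3 months) and old (24 months) mice before and 48 h after partial hepatectomy (PH), 3 mice per group, and 6 libraries of Smo-floxed mice given a control virus (Smo (+), 1 mouse per time) or a Cre virus (Smo (−), 2 mice per time), before and 48 h after PH, which was done 7 days after the virus. As deposited by the authors, the values are raw counts of read pairs per Ensembl gene, without normalization, 1 column per mouse. The authors enriched polyadenylated RNA, sequenced paired 150-base reads, trimmed them with Trim Galore, aligned them with STAR (2.5.0c in the deposit's notes) to mm10, used SAMtools, removed duplicates with Picard and counted with HTSeq. Their annotation release and strand setting are not stated, so reads of a gene and of an overlapping gene on the other strand cannot be separated, and genes of long noncoding RNAs that overlap others carry this limit.

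Genes were taken by Ensembl identifier and named from GENCODE M21 (GRCm38), since the name column of the Smo-floxed table equals the reference name in 1.54% of rows, against 97.1% in the table of young and old mice. No library was left out, and 0 sample columns were unused. HTSeq's rows for read pairs outside genes and in more than 1 gene were kept apart from the gene counts and are reported as shares of the pairs it counted. CPM are counts per library size after TMM scaling, with a prior count of 2 where a log2 is taken, except the CPM of Malat1, which are per total of gene counts. Depth in genes was 17089525 to 36646939 read pairs in the first table and 16835686 to 19151731 in the second.

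All tests used R 4.3.3. Each table was fitted as a whole with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr with a minimum count of 10 and a total of 15), which kept 14554 of 31053 genes with 8 residual degrees of freedom and 13654 genes with 2, at a biological coefficient of variation of 0.19 and 0.168. A gene is called at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p values given for single genes are edgeR's unless limma or DESeq2 is named. The comparisons are old against young, young PH against young, old PH against young PH, old PH against young, old PH against old, the difference between the responses to PH of old and young, Smo (−) against Smo (+), Smo (−) PH against Smo (+) PH and Smo (−) PH against Smo (−). With a lone Smo (+) library the spread is that of the other groups, so that a p there assumes that the lone library varies like them.

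Altogether 52 lists of genes were written from general knowledge, among them lists modelled on Hallmark sets whose members were not available here. Lists with at least 3 tested genes were compared with all other genes by camera (limma 3.58.1) at a preset correlation of 0.01, with p adjusted over the lists of a comparison. They were also tested with an estimated correlation, with fry, and with fgsea 1.28.0, whose score is set beside the paper's. With an estimated correlation camera has the fit's residual degrees of freedom (8 and 2), so that few lists can pass it. Ranges given for a list over all alternatives include fgsea and fry. Fry tests a list's own genes and does not set them against other genes. Shared genes of old and Smo (−) hepatocytes are those at an unadjusted p under 0.05 in both, in the same direction, among genes tested in both, with a one-sided hypergeometric test. Single values were compared by exact permutation, which gives no p under 0.1 for 3 against 3 libraries and none under 0.333 for 2 against 1. Correlations are across genes.

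Alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, upper-quartile factors, no low-count filter, a filter of CPM above 1, a fit of only the 2 groups compared, the replicate number as a block, a gene-length correction, virus and time as additive terms (1 effect of the virus for both times), and leaving out each library in turn where its group has another. The tests of explanations among the flagged results were chosen after some data had been seen. These were reads outside genes, Malat1 and the counts of Smo, Ihh, Gli3, Ptch1, Bcl2, Tert and Mki67. Apart from those tests, groups, comparisons, tests, lists, the alternatives above and the rule for naming genes were fixed before the data were examined. The rule names every gene the paper names, some of whose values had been seen in the paper, up to 10 genes with the largest change each way per comparison among well-expressed genes whose groups do not overlap, and up to 4 members of each list with the smallest adjusted p. Some genes under this rule are not reported here. Added after seeing the data were fits without long noncoding genes, fits without genes of the mitochondrial genome, lists of genes of the eye, skeletal muscle, stomach and squamous epithelium, and for the shared genes the comparison at 48 h, the gene names printed in the tables, a gene-length correction and virus and time as additive terms.

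The steps were tested on simulated data: counts were simulated from the mean and dispersion of each gene in these libraries, with 200 genes changed, and the changes were recovered at an adjusted p under 0.05 for 90% of genes with a log2 fold change of 2 and 62% with one of 1 in old against young, 84% and 34% in the difference of responses, 85% and 29% in Smo (−) against Smo (+) and 86% and 44% at 48 h after PH. Of 200 random lists per comparison, 3% to 4.5% had a camera p under 0.05. Figures were drawn with matplotlib 3.10.9.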

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

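The tests of poly(A) selection, of strand, and of endothelial and stellate markers taken one by one were chosen after the result was seen, as were the overlap at 48 h, the genes shared at both times and the sorting of splits by how they exchange ages. When the other tests were chosen, reads outside genes, Malat1 and the counts of Smo, Ihh, Gli3, Ptch1, Bcl2, Tert and Mki67 had been seen.

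The response to PH differed with age by a test of the difference itself for 474 genes. The count was 1135 with DESeq2, 246 with upper-quartile factors, 85, 210 and 205 without Young replicate 1, 2 or 3, 167, 60 and 173 without Young PH replicate 1, 2 or 3, 825 and 220 without Old replicate 1 or 2, and 310 and 243 without Old PH replicate 2 or 3. The response was lower in old than in young hepatocytes for 5 of 27 acute phase genes (19 over the list alone, median difference −1.27, with Lcn2 at −4.90, SE 0.691), 3 of 39 DNA replication genes (12 over the list alone, median −0.78, with Chaf1b at −2.35, SE 0.438) and 7 of 19 macrophage markers (19 over the list alone, median −2.70, with C1qb at −2.98, SE 0.549), and higher for 0 of each list. Camera gave an adjusted p of 3.66e-19, 3.87e-10 and 3.66e-19, which became an adjusted p = 0.399, 0.581 and 0.399 with an estimated correlation. Of 100 splits that exchange ages within each time, 6 gave as many genes, the real one included, and the highest of the others gave 10436, several times the real count, which points to a structure of the samples. The 5 others were among 64 splits that exchange the ages of more mice at one time than at the other and so carry the difference of age itself into the contrast, and the 35 others that exchange them equally put mice of both ages in each group and gave 0 genes at most. Such splits do not decide whether chance is excluded.

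At 48 h, a comparison whose expression profile the paper does not describe, 17 genes differed between Smo (−) and Smo (+) hepatocytes (51 with DESeq2, 179 with no low-count filter, 5 with the CPM above 1 filter, 3 with upper-quartile factors, 0 with virus and time as additive terms and so 1 effect for both times, 104 and 53 without Smo (−) PH replicate 1 or 2). Cholesterol synthesis was lower (median −0.86; 17 of 24 over the list alone; camera adjusted p of 2.07e-34, an adjusted p = 0.760 with an estimated correlation), with Idi1 at −2.41 (SE 0.194) and Cyp51 at −1.73 (SE 0.237), and Igfbp1 fell (−3.37, SE 0.255).

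Reads outside genes, which the paper does not report, made up at least 25.2% of counted pairs in each young library and at most 3.74% in each old one, and 9168 genes differ between old and young hepatocytes. Genomic DNA in the young libraries is argued against: 1455 olfactory and vomeronasal receptor genes held 2.35% of the reads per kb expected from it. Gene length as the whole cause is argued against too, since 8522 genes were called after a correction, 93% of the count, and 7325 of the 9168 were among them. More nuclear or unspliced RNA in young libraries remains open, as long noncoding genes lay lower in old libraries than coding genes of the same expression (−3.35 at 0 h and −1.88 at 48 h), and so does less complete poly(A) selection, as replication histone genes, whose mRNA has no poly(A) tail, lay −4.42 below DNA replication genes (−5.44 to −3.48) between old and young at 48 h. Whether strand was ignored in counting the young libraries was not decided by 408 long noncoding genes free of overlaps (−0.38 at 48 h and −1.52 at 0 h). Ignoring strand would put more read pairs in more than 1 gene. Such pairs made up 2.89% to 3.77% of counted pairs in young libraries, before and after PH, and 6.14% to 7.69% in old ones. On that share the values argue against strand ignored in the young libraries only. Other differences in strand setting were not tested. A difference of age is confounded with all of these explanations. Splits of 3 against 3 libraries are too few for a share under 0.05: 1 of 10, the real one, gave as many genes in each comparison (9168 real and 0 at most otherwise for old against young, 4981 and 0 for young PH against young, 9035 and 0 for old PH against young PH, 10030 and 0 for old PH against young, 5466 and 1 for old PH against old).

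Genes shared by old and Smo (−) hepatocytes were weighed as a product of the lone Smo (+) library. Matching by the printed gene names gave 1.05 times chance for higher genes, against 1.04 by identifier, with 687 shared higher and 528 shared lower genes. This cannot decide whether the paper used those names. They equal the reference name in 1.54% of rows, so an overlap near chance was to come out either way. That library as such stays open. The overlap at 48 h, which does not use it, was up to 1.60 times chance, which by the bound written for this test would speak against it. The bound was set aside after the result was seen, since 31 of the 1693 genes shared at 0 h were among those shared at 48 h. That count cannot decide the question, because 173 higher and 219 lower genes were shared at 48 h. Most of the 1693 genes could not have recurred among so few. The overlap at 48 h also rests on 1 Smo (+) library. Whether the lone library shares the young libraries' excess cannot be told apart. The ratio of the Smo (−) library with more reads outside genes to the other, set against that of young to old, gave an r of 0.0978 across genes. Long noncoding genes lay −0.0372 from coding genes of the same expression in Smo (−) against Smo (+). Yet 116 of 753 were called lower and 8 higher. An effect of Smo common to both models stays open and untested.

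Hedgehog core genes were lower in old hepatocytes. Their median of −1.00 stood at percentile 2.58 of 10000 random lists of the same expression and length (−1.01 to 0.495), close to the bound, so that a general shift of such genes cannot be told apart. The median of the Hallmark-type Hedgehog list stood at percentile 34.6 of lists matched in the same way, inside their range. Fewer stellate cells are argued against, as their markers lay 1.58 above the core genes (0.855 to 2.36). Fewer endothelial cells stay open, with markers 0.644 above (−0.0141 to 1.1) and a median of −0.358 as the lower of both marker lists. A biological effect of age on the pathway stays open and was not tested apart from these.

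Transcripts of other tissues, which the paper does not report, reached 724 counts for Cryaa of the lens in an old library and 193 counts for Gkn1 of the stomach in the Smo (+) library at 0 h.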

How the results depend on the processing

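The alternatives without long noncoding or mitochondrially encoded genes, the overlap at 48 h and by printed names, and the overlap with a gene-length correction or additive terms were chosen after seeing the data.

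Of 17 main results, 6 held in every alternative run. A count of genes changed held if it stayed within 1.5 times the main count, whatever the direction of its genes. Other main results held if they kept their direction and their side of the threshold, as did 79 of 162 values of named genes and 16 of 62 other lists. These shares depend on which alternatives were run. Of 67 lost calls of other lists, 31 came from camera with an estimated correlation, which few lists can pass, and 18 from fry. Of 112 lost calls of named genes, 67 came from virus and time as additive terms, with 1 effect for both times. The cause was not tested for the values below, except that fits which leave out a library or filter genes hold fewer samples or genes. The difference of responses to PH gave 1135 genes with DESeq2, 246 with upper-quartile factors and 60 (without Young PH replicate 2) to 825 (without Old replicate 1) over fits that leave out 1 library. With virus and time as additive terms, a fit with 1 effect of the virus for 0 h and 48 h together, Smo (−) against Smo (+) gave 0 genes in edgeR (1072 at an unadjusted p under 0.05), and that effect on Fos, Igfbp1 and Hmgcs1, which were higher at 0 h, was −0.112, −1.69 and −0.351. Smo (−) PH against Smo (+) PH gave 51 genes with DESeq2, 3 with upper-quartile factors, 179 with no low-count filter, 5 with the CPM above 1 filter and 53 (without Smo (−) PH replicate 2) to 104 (without Smo (−) PH replicate 1), and Smo (−) PH against Smo (−) gave 2482 (without Smo (−) PH replicate 2) to 4343 (without Smo (−) replicate 2). Shared higher genes were 1.03 times chance with adjusted p in both, 0.906 at a change of at least 1.5-fold, 1.05 by names printed in the sheets and 0.990 (without Old replicate 1) to 1.09 (without Old replicate 3). Shared lower genes were 1.23 times chance with all genes with a count as background and 1.60 in the 48 h comparison. For the Hallmark-type Hedgehog list the adjusted p with no low-count filter, a gene-length correction and an estimated correlation was 0.142, 0.364 and 0.618 in old against young (0.0250 without Young replicate 1 to 0.111 without Old replicate 1) and 0.0501, 0.155 and 0.543 in old PH against young PH (0.0103 without Young PH replicate 2 to 0.0704 without Old PH replicate 3). In old PH against young it was 0.208 with the length correction and 0.503 with an estimated correlation (0.0191 without Young replicate 1 to 0.103 without Old PH replicate 3). The other Hedgehog OFF genes gave 0.0470 with no low-count filter (0.0487 without Smo (−) replicate 2 to 0.0745 without Smo (−) replicate 1) and the proteasome list 0.663 with an estimated correlation and 0.172 with fry. Upper-quartile factors moved the median of all genes from −0.0526 to 0.0857 in old against young, from 0.0753 to −0.0815 in old PH against old, from 0.081 to −0.0901 in the difference of responses and from −0.00123 to −0.136 in Smo (−) against Smo (+). The replicate numbers do not pair the mice, and a replicate block gave 324 genes for the difference of responses. Depth was lower in old and Smo libraries than in young ones, which limits genes of few counts such as Gli3.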

Differences from the paper's values

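The overlap at 48 h, by printed names, with a gene-length correction or with additive terms was chosen after seeing the values. The paper states a p under 0.05 for its gene counts and no background for its overlap.

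The paper gives 468 shared higher and 333 shared lower genes, against 959 and 734 here. Among the alternatives set before the data were examined, adjusted p in both (592 and 442) came within 1.5 times for both, a change of at least 1.5-fold for higher genes (571) and DESeq2 for lower genes (495), and the others did not. The paper's overlap p of 1.06e-53 and 1.81e-05 stand against 0.0430 and 1, and each alternative differed, with all genes with a count as background coming to 1.85e-53 and 1.19e-11, of which the first is close to the paper's and the second smaller. With that background genes of opposite direction had 1.49e-47 (881 genes, 582.9 by chance) and 1.61e-97 (1102 genes, 647.4 by chance), so that both directions exceed chance. The representation factor of higher genes is about 1.9 in Fig. S6, read by eye, against 1.04; among the alternatives set before the data were examined, DESeq2 (1.34) and all genes with a count as background (1.52) came within 1.5 times and the others did not. Of alternatives chosen after seeing the values, virus and time as additive terms (1.64, with 170 shared higher genes) and the 48 h comparison (1.52, with 173) also came within 1.5 times. Genes at p under 0.05 in Smo (−) hepatocytes are about 1100 higher and about 1100 lower in Fig. S6, read by eye, against 2862 and 2799; virus and time as additive terms, with 1 effect for both times, came within 1.5 times for lower genes (745) and no other alternative did.

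Enrichment scores of the paper's tables are set beside lists written here, which are not the Hallmark sets. The error is a jackknife standard error over fits that leave out 1 library; in the Smo comparison it rests on the 2 Smo (−) libraries and leaves out the spread of Smo (+), so that it is too small there. Hedgehog scores here, −1.61 in old against young and −1.63 in old PH against young, lie near the paper's. Notch was −1.45 in the paper in old against young and −1.12 here (error 0.188), where each alternative differed. In old PH against young, Notch was −1.23 in the paper and −1.08 here (within the error of 0.0882 with DESeq2, the gene-length correction, without Young replicate 2 and without Old PH replicate 1) and Wnt −1.39 and −1.21 (within the error of 0.111 with no low-count filter, without Young replicate 1 or 2 and without Old PH replicate 2). In Smo (−) against Smo (+), Hedgehog was −1.03 in the paper and −1.17 here and Notch −0.90 and −0.844, where each alternative lay outside the errors of 0.01 and 0.02, the nearest being −1.06 with DESeq2 and −0.879 with limma-voom, and Wnt −1.22 and −0.857, which only the 2 groups (−1.19) and additive terms (−1.24) brought within the error of 0.0375. The Hedgehog OFF score is about 1.7 in Fig. 4a, read by eye, against 2.09 with proteasome genes (error 0.105), where each alternative differed.

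The paper states that Ihh, Smo, Gli3, Bcl2 and Hhip are lower in old hepatocytes. Here Smo stood at 0.0434, Ihh at −0.75 and Hhip at −0.50 without a call in any setting run, Bcl2 at −1.08 was called with limma-voom and without Old replicate 3, and Gli3 had fewer counts than the filter requires, with an adjusted p of 0.0747 with DESeq2, 0.0673 with no low-count filter and a call as lower without Old replicate 3 (adjusted p = 0.0101), while Ptch1 and Angpt2 were called lower as in the paper. It states from gene expression that Hedgehog activity rises in young regenerating hepatocytes, and it reports a rise of Hedgehog proteins by staining. In the RNA counts here, 3 of 27 genes of the Hallmark-type list were higher and 6 lower. It states that mTOR is lower in old hepatocytes; 12 of 31 genes were lower and 11 higher. For Smo (−) hepatocytes it gives insulin, IGF, EGF and HGF/Met signaling, the circadian clock, amino acid metabolism and mitochondrial biogenesis as lower; here 11 of 27, 9 of 26, 10 of 24, 25 of 35 and 7 of 23 genes were higher and 3, 1, 1, 0 and 0 lower. It gives reverse cholesterol transport, interferon and acute phase responses and cytokines as higher in Smo (−) hepatocytes. Here 2 of 27 (sterol transport and lipoproteins, a wider list), 1 of 43, 1 of 26 and 0 of 16 genes were higher and 8, 19, 8 and 8 lower. The measures differ. The paper used GSEA and Gene Ontology, the latter in Fig. S6 on genes changed in both old and Smo (−) hepatocytes. The counts set beside its terms are called genes of lists written here, in Smo (−) hepatocytes alone. Fatty acid synthesis and detoxification (higher) and mitosis (lower) had the paper's direction in Smo (−) hepatocytes by camera, with an adjusted p = 0.581, 0.663 and 0.771 with an estimated correlation, and mitosis did not pass without Smo (−) replicate 1 (0.0568), with upper-quartile factors (0.0632), with no low-count filter (0.0558) or in a fit of only the 2 groups (0.168). These directions are at 0 h. The paper reports lower FoxM1, Ki67 and cyclin D1 in Smo (−) mice, by PCR and staining. In the sequenced libraries at 48 h after PH, Mki67, Foxm1 and Ccnd1 were not called between Smo (−) and Smo (+) hepatocytes. In the paper's tables the sets of allograft rejection, inflammatory response, interferon alpha and gamma responses and IL6 signaling are among those lower in Smo (−) hepatocytes, the direction of the interferon and cytokine genes here, and TNF signaling is among the higher ones. In those tables oxidative phosphorylation is listed 2 times in 1 table, and the mitotic spindle set is in the tables of both directions. The log2 fold changes of Tert printed in the paper's Fig. 6a are close to those here (−1.67 and −0.34).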

Other observations

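The tests of eye, muscle, stomach and squamous genes were chosen after the result was seen.

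Genes of cell division were higher after PH in both models. In old mice, 42 of 42 mitosis genes (median 5.81) and 39 of 39 DNA replication genes (median 2.63) were higher 48 h after PH than before it, and in Smo (−) mice 42 of 42 (median 5.93) and 38 of 39 (median 2.79). Across genes, which are not independent replicates, the responses to PH of young and old mice had a Pearson r of 0.615. At 48 h Ccnd1 (−1.57, SE 0.274) and Foxm1 (−1.29, SE 0.249) were lower in old than in young hepatocytes while 18 of 42 mitosis genes were higher and 2 lower (median 0.51). Between Smo (−) and Smo (+) hepatocytes at 48 h, Mki67 (0.0862, adjusted p = 0.992, edgeR), Foxm1 (−0.00886) and Ccnd1 (−0.0733) were not called. Ribosomal protein genes were higher in old hepatocytes (70 of 74, median 1.94, camera adjusted p of 3.06e-26, an adjusted p = 0.601 with an estimated correlation).

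Genes of other tissues were present in some libraries. The lens gene Cryaa had 285 to 724 counts in old libraries, 37 to 675 in old PH, 0 in young and 0 to 1 in young PH ones. Genes of fast skeletal muscle, 13 in all, held 343 to 534 counts in old libraries and 19 to 23 in young ones, with 89 to 169 and 0 to 2 for Myh4, and the squamous keratin gene Krt5 had 185 to 243 and 0. A hypothesis is that the old libraries hold RNA or reads of other tissues, the eye among them; it was tested for the eye only. Of 21 rod genes not looked at before, 85.7% or more had a higher mean in the old libraries at both times, and 15 of 16 lens genes at 0 h. Such genes may therefore come from tissue handled or libraries sequenced alongside, which these data cannot locate. Of 333 genes called more than 8-fold higher in old hepatocytes, 132 had at most 3 counts in each young library.

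In the lone Smo (+) library, Gkn1 (193 counts), Krt13 (271) and Krt5 (144) stood against 0 in the other 5 libraries of Smo-floxed mice. Of 24 stomach and squamous genes not looked at before, 75% had their highest CPM in that library, so that it may hold RNA or reads of such epithelium. No biological explanation was tested for either pattern.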
